# mRNA expression analysis of the hippocampus in a vervet monkey model of fetal alcohol spectrum disorder

**DOI:** 10.1186/s11689-022-09427-z

**Published:** 2022-03-19

**Authors:** Rob F. Gillis, Roberta M. Palmour

**Keywords:** Fetal alcohol spectrum disorders, Gene expression analysis, Neurodevelopment, Non-human primate model

## Abstract

**Background:**

Fetal alcohol spectrum disorders (FASD) are common, yet preventable developmental disorders that stem from prenatal exposure to alcohol. This exposure leads to a wide array of behavioural and physical problems with a complex and poorly defined biological basis.

Molecular investigations to date predominantly use rodent animal models, but because of genetic, developmental and social behavioral similarity, primate models are more relevant. We previously reported reduced cortical and hippocampal neuron levels in an Old World monkey (*Chlorocebus sabaeus*) model with ethanol exposure targeted to the period of rapid synaptogenesis and report here an initial molecular study of this model. The goal of this study was to evaluate mRNA expression of the hippocampus at two different behavioural stages (5 months, 2 years) corresponding to human infancy and early childhood.

**Methods:**

Offspring of alcohol-preferring or control dams drank a maximum of 3.5 g ethanol per kg body weight or calorically matched sucrose solution 4 days per week during the last 2 months of gestation. Total mRNA expression was measured with the Affymetrix GeneChip Rhesus Macaque Genome Array in a 2 × 2 study design that interrogated two independent variables, age at sacrifice, and alcohol consumption during gestation.

**Results and discussion:**

Statistical analysis identified a preferential downregulation of expression when interrogating the factor ‘alcohol’ with a balanced effect of upregulation vs. downregulation for the independent variable ‘age’. Functional exploration of both independent variables shows that the alcohol consumption factor generates broad functional annotation clusters that likely implicate a role for epigenetics in the observed differential expression, while the variable age reliably produced functional annotation clusters predominantly related to development. Furthermore, our data reveals a novel connection between *EFNB1* and the FASDs; this is highly plausible both due to the role of EFNB1 in neuronal development as well as its central role in craniofrontal nasal syndrome (CFNS). Fold changes for key genes were subsequently confirmed via *q*RT-PCR.

**Conclusion:**

Prenatal alcohol exposure leads to global downregulation in mRNA expression. The cellular interference model of *EFNB1* provides a potential clue regarding how genetically susceptible individuals may develop the phenotypic triad generally associated with classic fetal alcohol syndrome.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s11689-022-09427-z.

## Background

The effect of alcohol consumption in utero was first documented in the modern era between 1968 and 1973 based on a cohort of children that all shared a specific pattern of cranio-facial dysmorphology, central nervous system defects and growth deficiency which led to the initial phenotypic characterization of fetal alcohol syndrome (FAS) [1, 2]. As time progressed, it became evident that the criteria for FAS were too restrictive and did not capture the full range of effects that pre-natal ethanol exposure might induce in a developing child. This led the nosology through a series of updates until the term fetal alcohol spectrum disorders (FASD) was created to satisfy the full range of damaging effects that alcohol may have on a developing embryo [3]. The major risk factors for developing clinical FASD appear to be a combination of the gestational timing of ethanol exposure, degree of ethanol exposure [4], and a genetic predisposition to the effects of prenatal alcohol exposure (PAE) [5–8]. The diverse nature and stochasticity of these risk factors coupled with the lack of full compliance limits the ability of public health agencies to rely exclusively on information campaigns to prevent this disorder. As a result, attention and focus must be placed on understanding its development from a molecular perspective to generate an alternate route of intervention.

A promising strategy to identify the impact of PAE on neurodevelopment involves the use of gene expression analysis in model organisms. Several studies utilizing this strategy have implicated a wide variety of genes and a diverse array of cellular processes without the clear emergence of an underlying consistency [9–21]. The wide range of cellular processes implicated in these various studies likely stems, at least in part, from the very high number of study design combinations (different organisms, amount, pattern and gestational timing of exposure, tissues interrogated, and acute vs temporally delayed measurement). These combinations in study designs may yield valuable yet distinct results that are difficult to assimilate into a coherent picture of such a heterogeneous disorder. This diversity and lack of a clear molecular pathway may also not be surprising given that ethanol appears to have relatively non-specific, sometimes transient, low affinity interactions with its targets as opposed to compounds with a specific binding domain represented in a single peptide family [22]. The level of clinical heterogeneity observed in patients with FASD would be expected given range of gene expression effects in animal models of FASD, yet amongst the clinical heterogeneity are several re-emerging phenotypes that enabled the initial characterization of FAS and FASD.

The hippocampus is a particularly relevant structure to examine due to the well documented effects that ethanol exerts in this vulnerable region both pre- and postnatally. Early studies showed a reduction in the number of dendrite arborizations in the hippocampus after long-term alcohol abuse [23]. Others have shown that there is a reduction in the number of glial cells in the hippocampus of chronic alcohol abusers [24]. The adolescent brain shows increased hippocampal neurotoxicity related to alcohol consumption [25] and it has also been shown that hippocampal volume is decreased in adolescents with chronic exposure to alcohol [26–28]. There have been several reports of increased cell death and decreased volume in the hippocampus due to PAE in rodents [29, 30] and guinea pigs [31]. In addition, our group has previously reported significant numerical reductions in the principal hippocampal neurons of *C. sabaeus* offspring with moderate levels of PAE during the period of rapid synaptogenesis [32]. In these animals, the neuronal deficits are present neonatally, persist through infancy (5 months) and increase in juvenile (2 years) stages.

There are several advantages to using this same non-human primate as the model organism in which to study hippocampal mRNA expression changes. First, it allows a simulation of the broader effects observed in FASD in a model organism with developmental trajectory that closely parallels that of humans but is temporally faster. In addition, a substantial proportion (but not all) of the St. Kitts *C*. s*abaeus* monkeys voluntarily drink moderate or even large quantities of beverage in the absence of dietary restrictions or behavioral training, with population level variance ranging from pathological to abstinent similar to that observed in human studies [33].

With respect to the phenotype of animals included in this study, our goal was explicitly to model the changes that would occur during the period of active synaptogenesis. Accordingly, these PAE offspring have neither facial dysmorphologies nor growth retardation. Behaviors characteristic of social dysfunction can be identified as early as 5 months of age, but cognitive impairment (as measured by object retrieval testing) is not robustly identified until 3 or 4 years of age. A more sensitive early measure is neuronal number in PAE offspring as compared to controls. All PAE animals used in this study had alcohol exposure (both absolute levels and developmental periods) shown in our anatomical studies to produce a 40% reduction in frontal cortical neurons [34] and nearly 60% reduction in CA1 hippocampal neurons at 2 years of age [32]. These characteristics allow us to unite the features that are more applicable to humans regarding this disorder yet still enable the controlled manipulation of key experimental variables. Using this primate model, we interrogated the mRNA expression of the entire hippocampus in both PAE and control individuals using GeneChip microarray technology. These characteristics allow us to unite the features that are more applicable to humans regarding this disorder yet still enable the controlled manipulation of key experimental variables. Using this primate model, we interrogated the mRNA expression of the entire hippocampus in both PAE and control individuals using genechip microarray technology.

## Methods

### Animal care

Male vervet monkeys of two age categories [5 months infants (mean 5.6 months ± 0.87 months); 2-year juveniles (mean 26.4 months ± 2.68 months)] and two conditions (FASD, control) were selected for this study (GSE173516). Male vervets were examined exclusively in order to eliminate any biological variance related to sex [33, 35, 36]. All animals were captive-bred under the care of the Behavioural Science Foundation (St. Kitts, Eastern Caribbean) and housed within outdoor social enclosures in a setting that resembles their natural environment with regular foraging opportunities. These subjects were fed with High-protein Primate Chow (Harlan, USA) and local produce with unlimited access to clean drinking water. To avoid the stress of forced alcohol administration, only alcohol preferring dams were used in this study.

All procedures in this study were reviewed and approved by the Animal Care Committee of McGill University (Montreal, Canada, protocol #4627) and assented to by the Animal Care Committee of Behavioural Science Foundation (BSF 1103, 1301), both acting under the auspices of the Canadian Council on Animal Care. Behavioural Science Foundation conducts research using standard operating procedures for all in vivo procedures described in this study.

### Alcohol exposure

As noted in the abstract, many St. Kitt’s vervets will voluntarily drink intoxicating amounts of beverage alcohol [36]. However, this propensity is not universal, and population studies indicate that the prevalence of alcohol preference in *C. sabaeus* closely mimics that seen in human populations [34]. Specifically, about 25% of the population will voluntarily drink to intoxication and approximately 5% drink abusively. Prior to the present study, adult females that would drink at least 2 g of beverage ethanol in a 4-h scheduled access period were identified, using a two-choice bottle method previously described [37], all specific data related to age and exposure is available in the online data [https://doi.org/10.5061/dryad.g1jwstqqz]. Social groups comprising 5–6 alcohol preferring dams, as defined above, were housed with a single alcohol avoiding male. Once group stability had been established, groups were observed for evidence of menstrual cycling and reproductive behaviour. At approximately 1 month after breeding was observed, females were examined, and the uterus was measured and palpated for evidence of pregnancy. Animals that were pregnant were shave-marked for rapid identification, and gestational stage was followed by semi-weekly physical examinations. Alcohol was presented to selected dames 56 to 77 (mean 67 ± 8) days prior to the birth of full-term infants. During the alcohol administration period, the door between the main cage and the drinking compartment was opened, and the dam either walked directly into the drinking compartment or was encouraged to do so by presentation of a piece of banana or other fruit. Pregnant dams were then offered either an ethanol solution (PAE condition: 8% w/v ethanol in tap water) or an equal volume of isocaloric sucrose with no ethanol (control condition). The same alcohol-preferring females might be offered ethanol during one breeding cycle, and sucrose during the next, or vice versa. Tap water was freely available to all animals at all times. Volumes of the ethanol solution were varied so that each alcohol exposed mother would be allowed to drink no more than 3.5 g ethanol per kg body weight in a single session. At the end of the 4-h exposure period, all animals were returned to the social group. A small amount of blood was collected from both alcohol-drinking and control dams trained to present a leg for unanesthetized blood collection every 2 weeks for the measurement of blood alcohol concentration.

### Tissue collection

Age-matched cases and controls were scheduled for sequential sacrifice and moved from social groups to individual cages several days prior to sacrifice in order to minimize environmental sources of variance. Animals were sacrificed between 10 am and noon to minimize variance related to circadian oscillation. Sacrifice occurred under ketamine anesthesia, using an American Veterinary Medical Association-approved pentobarbital solution to minimize distress [38]. Furthermore, animals from within each group were randomly assigned a sacrifice order with an alternation between cases and controls. Brains were perfused with ice-cold RNAse-free phosphate-buffered saline, rapidly removed, and dissected with sterile instruments rinsed in sterile RNAse-free phosphate buffered saline. The left hippocampus was removed subsequent to a saggital cut through the brain separating the left and right hemispheres and transferred to a sterile vial containing 1 ml Guanidine isothiocyanate/phenol solution (Qiazol–Qiagen, Germany) for each 100 mg of tissue. The tissue was immediately homogenized using a portable homogenizer (Tissue Master 125–Omni, USA). Aliquots (1 ml) were transferred to sterile cryovials and frozen at – 40 °C prior to dry-ice shipment to Montreal for further processing and analysis.

### RNA preparation

Total RNA was extracted from the frozen homogenate using the Qiagen miRNeasy kit (Qiagen, Germany), under RNAse-free conditions, following the manufacturer’s protocol. These samples were then transferred to the McGill University and Genome Quebec Innovation Center (Montreal, Canada) for quality analysis and microarray hybridization. Purified total RNA (miRNA and mRNA) was analyzed for concentration using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, USA) and quality using the Bioanalyzer 2100 (Agilent, USA). The RNA integrity number (RIN) number is influenced by low oligomer length miRNAs and therefore the quality was assessed by combining high RIN numbers with a steady baseline and distinct spikes for each RNA species (miRNA, 18s,28s) while examining the electropheretograms generated by the 2100 system. Furthermore, complementary RNA (cRNA) quality was also assessed using the Agilent Bioanalyzer and all cRNA samples used in the final study passed this stage of quality control as well. A total of 32 male vervet RNA samples were screened with 24 selected for final array hybridization based on preferred sample quality. These 24 samples were equally divided between each of four groups: 6 (5-month FASD), 6 (5-month control), 6 (2-year FASD), and 6 (2-year control).

### Array hybridization, quality control, analysis

Samples were hybridized to Affymetrix GeneChip Rhesus Macaque Genome Arrays at the McGill University-Genome Quebec Innovation Center (MUGQIC). The RNA samples were all loaded onto the arrays on the same day, in a random manner with respect to biological grouping. The array data were then examined for evidence of RNA degradation using the AffyRNAdeg function in the Bioconductor package [39] developed for the open-sourced software environment R (www.R-project.org) (Supplemental Figure 1). The raw data was normalized using the robust multi-array average (RMA) normalization method [40]. These data were also explored further with the FlexArray software package [41] developed at the MUGQIC. All arrays passed initial quality control however, as evidenced by 3D principal components analysis (Supplemental Figures 2, 3), two arrays displayed strong outlier profiles (one 5-month FASD and one 2-year FASD) and were eliminated from further analysis. The final sample thus had an unbalanced 2 × 2 design with 22 arrays.

### Probe filtering

Probe sets that could not be annotated were filtered out using combined information from the available Affymetrix annotation and the private annotation developed by the Norgren lab at the University of Idaho. This reduced the number of probe sets from 52,866 to 24,402. The remaining probe sets were further reduced using the MAS 5.0 Absolute Detection function in the Affymetrix array suite for R [42], such that only probe sets that showed significant expression levels (*p* value < 0.05) in at least 6 arrays were included for further analysis. This reduced the number of probe sets from 24,402 to 17,652. Following this, genes for which multiple probe sets were present were reduced to minimize the number of tests performed by selecting the probe set with the highest mean expression level across all arrays. This method was chosen given the nature of cross species hybridization as well as the unreliable nature of many of the additional probe sets on the array [43]. This reduced the total number of probe sets corresponding to unique genes to 11,512. These 11,512 annotated, expressed and unique gene entries were carried forward for statistical analysis.

### Statistical analysis

Consistent with the research design, these retained datasets were analyzed using a two-way analysis of variance (ANOVA), with two main factors (alcohol, age) each with two levels (5 month/2 years, FASD/control). The analysis strategy was carefully conceived a priori, and the gene annotations were not consulted until we were satisfied these data had been properly analyzed. This is a subtle distinction that ensured we would not analyze these data via multiple avenues before selecting the results which produced the most pleasing results. Constrained exploration of the array was performed by creating a narrowed subset of genes of interest a priori (the candidate pool) which was assigned *q*-values separately from the general pool in order to minimize the difficulties associated with multiple comparisons [44]. This method of constrained exploration was only utilized for the independent variable of interest (alcohol) to increase our ability to detect important and relevant signals. The *p* values were converted to *q* values as a means to represent the false discovery rate given the number of tests performed within this study [45]. The *q* value is a useful algorithm to correct for multiple testing given that with traditional FDR cannot be defined when there are no positive results. A recent update to this algorithm using an additional informative variable approach is available for processes such eQTL mapping or RNA-seq data where an additional variable such as read depth can enhance the overall amount of information available to calculate these *q* values [46]. The remaining genes (the general pool) were still examined to avoid ignoring potentially important surprise findings; however, their *q* values [45] were calculated independently from those of the candidate pool. The candidate pool was chosen a priori after reviewing gene ontology (GO) terms with high probability of involvement in the FASD phenotype (retinoic acid signalling, WNT signalling, CNS development, synaptic transmission, maturation, establishment, axon guidance, netrin receptor activity, cholesterol homeostasis, activator of MAPK activity, caspase activity), and included genes that were identified as differentially expressed in previous studies of FASD that had been performed prior to 2013.

### qRT-PCR

Five differentially expressed genes were selected from the two independent variables; [*EFNB1, GGCT* (alcohol) and *GBPB1L1, RHPLN1, SOX4* (age)] as a means to validate the array data. Primers for amplification were developed using genomic sequence data from *Chlorocebus sabaeus,* the model organism used within this study. The sequences used for amplification are listed in Supplemental Table 1. The mean values of *ACTB* were used to generate delta Ct values. RNA quality and cDNA quality were analyzed using the Bioanalzyer 2100 (Agilent, USA) at the Institut de Recherche en Cancerologie et Immunologie (IRIC, Montreal, Que). The *q*RT-PCR reactions were executed on the Illumina HiSeq 2000 using a TaqMan assay design with a no-reverse transcriptase and H_2_O as negative controls. The 2^–∆∆Ct^ method was used to calculate fold changes in FASD animals relative to controls for *EFNB1* and *GGCT* and 5 months relative to 2 years for *SOX4*, *GBPB1L1* and *RHPN2*.

### Functional annotation

Functional annotation was performed using the database for annotation, visualization and discovery (DAVID, v 6.8) by creating a custom background of total expressed genes from our tissue and a differentially expressed gene list with a *p* value threshold of 0.016 corresponding to a total of 297 genes from both the candidate and general pools. This gene list was created using the lowest raw *p* values from both candidate and general pools to avoid introducing a tautology to the gene list based on our a priori screening. The Entrez gene ID was used for both the differentially expressed gene list as well as the custom background. Functional annotation clustering was performed using the gene ontology (GO) term FAT selected to eliminate broad matches. The process was repeated using age as an independent variable using the same number of differentially expressed genes (297) to compare the output between our two variables.

## Results

The study design enabled the exploration of two independent variables (age, alcohol) as well as their interaction. 

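RNA from the left hippocampus of 22 male vervet monkeys was measured on Affymetrix GeneChip Rhesus Macaque Genome Arrays, with 1 array per animal. The groups were 6 controls and 5 animals with FASD at 5 months of age, and 6 controls and 5 animals with FASD at 2 years. The deposited values are log2 expression intensities, which the authors normalized by RMA and reduced to 11512 probe sets. They were used here with no further scaling or filter. The annotation gives 1 gene symbol for 8730 of these probe sets, several for 88 and none for 2694, and only those with 1 symbol are named. A model with 1 mean per group was fitted to each gene with limma. The alcohol difference is FASD minus control averaged over both ages, and the age difference is 2 years minus 5 months averaged over both exposures. The interaction is the FASD minus control difference at 2 years minus that at 5 months. P values were adjusted by the Benjamini-Hochberg method over the 11512 genes. The methods name a two-way analysis of variance, whose form for groups of unequal size is not given in the sources used here, and one that tests the same differences of group means was run as an alternative. The number of arrays limits the precision: in simulated data of this size, limma recovered 41.5% of 200 genes with an alcohol log2 change of 0.25 at an adjusted p under 0.05, and 91.5% of those with a change of 0.5.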

The overall data pattern of the arrays revealed very high pairwise correlation between arrays with a minimum of 0.94 and a mean of 0.97 with low variance and low overall fold changes for both of our experimental factors (age, alcohol) indicating that we managed to control many sources of external variance. 

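Pearson's r over the 11512 genes was between 0.972 and 0.995 for the 231 pairs of arrays, with a mean of 0.988. On the squared scale the minimum was 0.946 and the mean was 0.977. Animals of the same group had a mean r of 0.989 over 50 pairs, against 0.988 over 181 pairs of animals from different groups. The lowest mean correlation with the other arrays was that of FASD animal 2 at 5 months, at 0.979. These correlations are across genes, and genes are not independent replicates. The alcohol difference was smaller than 0.25 on the log2 scale for 98.1% of the genes, and the age difference for 96.8%.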

A table of mean expression and mean variance is available as Supplemental Table 2. These fold changes are low in comparison with microarray studies where the phenotype (e.g., cancer) is more severe or in cases where it is possible to compare diseased tissue to normal tissue from the same individual. 

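The mean log2 expression over all genes was 7.98 ± 0.02 (SD between arrays, n = 6) in control animals and 7.95 ± 0.03 (SD, n = 5) in FASD animals at 5 months. At 2 years it was 7.96 ± 0.02 (SD, n = 6) in control animals and 7.96 ± 0.02 (SD, n = 5) in FASD animals. The FASD minus control difference was -0.03 at 5 months (exact permutation test over 462 arrangements, two-sided, p = 0.0519) and close to 0 at 2 years (same test, p = 0.892). At 5 months the array mean was 7.90 in FASD animal 2, 7.95 to 7.98 in the other FASD animals and 7.95 to 8.00 in controls. The difference without FASD animal 2 was not tested. RMA had brought the arrays to 1 distribution, so these means cannot test a change in the level of most genes. The variance between animals of a group, averaged over the genes, was 0.0385 in controls and 0.0447 in FASD animals at 5 months, and 0.0400 in both groups at 2 years.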

Despite the low distinction between groups and the strong correlation between the arrays, it is clear from a histogram of *p* values (Supplemental Figures 5 and 6) that each of our independent variables produced a notable within group effect on gene expression that differs from the null hypothesis.

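GGCT, an enzyme of glutathione breakdown, had the lowest p value for alcohol by limma, and SOX4, a transcription factor of immature neurons, had the lowest p value for age by limma among the named genes. The two-way analysis of variance on group means placed EFNB1 at the lowest p for alcohol and GPBP1L1 at the lowest p for age. In the histogram of limma p values for alcohol, the bins of width 0.05 above the first held 441 to 824 genes, with a mean of 555. For age the same bins held 469 to 747 genes, with a mean of 548. The share of genes without a difference, estimated by Storey's method, was 0.838 for alcohol and 0.870 for age. Other splits of the animals gave 102 to 2468 genes at an unadjusted p under 0.05 for alcohol and 106 to 1385 for age. These shares alone therefore do not exclude chance.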

### Independent variable: alcohol

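Among the genes with the lowest p values for alcohol were PI4K2B, which encodes a phosphatidylinositol kinase, at a log2 fold change of -0.50 (standard error 0.12), and SH3YL1, which encodes a protein that binds phosphoinositides, at -0.54 (standard error 0.13). HNRNPH1, a regulator of splicing, had a log2 fold change of -0.25 (standard error 0.06). TLR7, a receptor of the innate immune system, had one of -0.22 (standard error 0.06). Another probe set of PI4K2B had 0.09 (standard error 0.08), one of HNRNPH1 had -0.12 (standard error 0.11) and one of TLR7 had -0.08 (standard error 0.06), each with an unadjusted p over 0.05 by limma. By limma, 972 genes had an unadjusted p under 0.05, which is 396.4 more than the 575.6 that uniform p values give among 11512 genes. Of 100 splits of the animals, the real one included, 14 gave at least as many, so chance cannot be excluded. No gene passed an adjusted p under 0.05 in limma, where the lowest adjusted p was 0.579. The methods' two-way analysis of variance gave 938 genes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05, with a lowest adjusted p of 0.249. Both tests shared 840 genes. Without control animal 2 at 2 years the limma count was 1679, with array weights it was 1674, and among the 4179 genes of the upper range of expression it was 313.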

Exploring the effect of alcohol as an independent variable, there were 938 (116 from candidate, 822 general pool) total genes with a *p* value < 0.05, as compared to the 575 genes with a *p* value < 0.05 expected under the null hypothesis (Supplemental Figure 5). The *p* value for this departure in expected vs observed number of genes in this range is 3.6 × 10^−54^. This represents an over representation of 363 genes that have *p* values in this range. Specific exclusion of false positives is rendered difficult given the number of tests performed within an array where over 11,000 genes will be interrogated. This challenge was anticipated and led us to create a candidate gene list a priori for alcohol as an independent variable which pared the number of tests within that cohort of genes. Therefore, *q* values within this a priori candidate gene list were calculated independently of the remaining genes that were listed within a general pool. Of the 938 genes that achieved *p* < 0.05 for alcohol, 618 were down regulated and 320 were upregulated (Fig. 1) which is inconsistent with a 50/50 distribution (*p* value = 2.24 × 10^−22^). This is in contrast with the balanced number of differentially expressed upregulated and downregulated genes influenced by age indicating that excess downregulation was specific to alcohol. 

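Genes with lower values in FASD animals included MAMU-I, a major histocompatibility gene, at a log2 fold change of -0.56 (standard error 0.16), and PYGL, a glycogen phosphorylase, at -0.35 (standard error 0.09). Genes with higher values included ADAMTS4, a protease of the extracellular matrix, at 0.52 (standard error 0.15), and GCA, a calcium-binding protein, at 0.34 (standard error 0.09). Each of these had an adjusted p of 0.579 from limma. Of the genes at an unadjusted p under 0.05 by limma, 692 were lower and 280 were higher in FASD animals, so 71.2% were lower. Over all genes, whatever their p, 53.2% were lower, with a median log2 change of -0.0069. Among genes at p under 0.05, the share that was lower was 48.5% after each array was centred on its median. After quantile normalization it was 48.3%. By expression level the share went from 52.5% in the lowest decile of the genes to 87.5% in the highest, and after centring from 38.9% to 68.0%. At 5 months 69.6% of 556 genes were lower and at 2 years 55.5% of 696 genes. The difference between these shares was not tested.

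**Figure D1:**
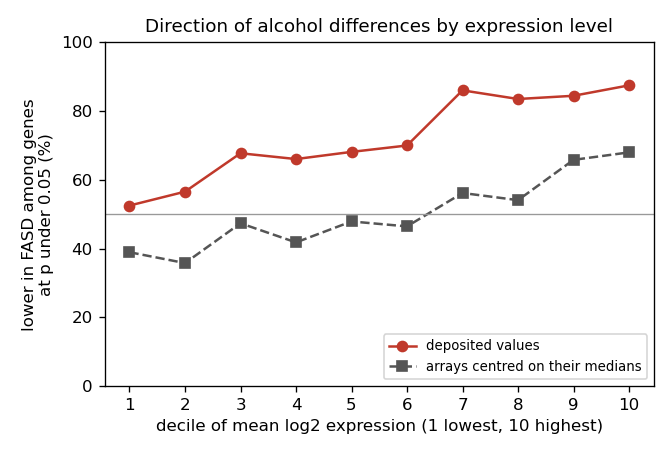
Share of genes lower in FASD animals among genes at p under 0.05 by limma, in %, by decile of mean log2 expression. Circles show the deposited values, from 52.5% to 87.5%. Squares show the values after each array was centred on its median, from 38.9% in the lowest decile to 68.0% in the highest, with 35.8% in decile 2. The grey line marks equal numbers of lower and higher genes.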

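SEMA3C, a secreted guidance protein, had an age difference of -1.01 on the log2 scale in control animals and -1.04 in FASD animals. SOX4 had one of -0.67 in control animals and -0.57 in FASD animals. In control animals 67.9% of the 639 genes at an unadjusted p under 0.05 for age by limma were lower at 2 years. In FASD animals 32.7% of 805 genes were lower at 2 years. No gene passed an adjusted p under 0.05 by limma within either exposure. The difference between the share for alcohol and the share for age was not tested. From the split for alcohol and the balance for age, the paper concludes that the excess of downregulated genes was specific to alcohol.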

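EFNB1 encodes ephrin-B1, a membrane-bound ligand of Eph receptors. Its log2 fold change for alcohol was 0.12 (standard error 0.03), with higher values in FASD animals. An exact permutation of FASD and control animals within each age gave p = 1.87e-05 (two-sided, 213444 arrangements). In limma, which shares the spread between genes, EFNB1 had an unadjusted p of 0.00198 and an adjusted p of 0.579, and stood at rank 30. The methods' two-way analysis of variance, without moderation of the variances, gave an unadjusted p of 2.27e-05 and an adjusted p of 0.249, at rank 1. The residual SD of EFNB1 was 0.05 on the log2 scale, against a median of 0.16 over all genes. The direction was the same with any single array left out, where the log2 fold change was between 0.11 and 0.13. The separate q value within the paper's candidate pool was not computed here.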

Overall, the data pattern supported a role for the probe set corresponding to *EFNB1* within the candidate pool having an outsized effect relative to the background, with a *q* value of 0.0297 (*p* value 2.27 × 10^−5^). 

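GGCT encodes gamma-glutamylcyclotransferase, an enzyme of glutathione breakdown. Its log2 expression was 9.67 ± 0.08 (SD, n = 6) in control animals and 9.38 ± 0.17 (SD, n = 5) in FASD animals at 5 months. At 2 years it was 9.66 ± 0.06 (SD, n = 6) in control animals and 9.47 ± 0.09 (SD, n = 5) in FASD animals. The log2 fold change for alcohol was -0.24 (standard error 0.05), the lowest unadjusted p of limma at 6.60e-05, with an adjusted p of 0.579. Exact permutation within each age gave p = 2.81e-05 (two-sided). In 4 of 5 FASD animals at 5 months and 5 of 5 at 2 years GGCT was below every control animal of that age. Of 18 probe sets of genes of glutathione and oxidative stress, 1 passed an unadjusted p under 0.05 in limma. None passed an adjusted p under 0.05 over all genes. When adjusted over the list alone 1 passed, which was GGCT. The list was written with the paper's result for GGCT known from these same arrays, so this pass is no independent evidence.

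**Figure D2:**
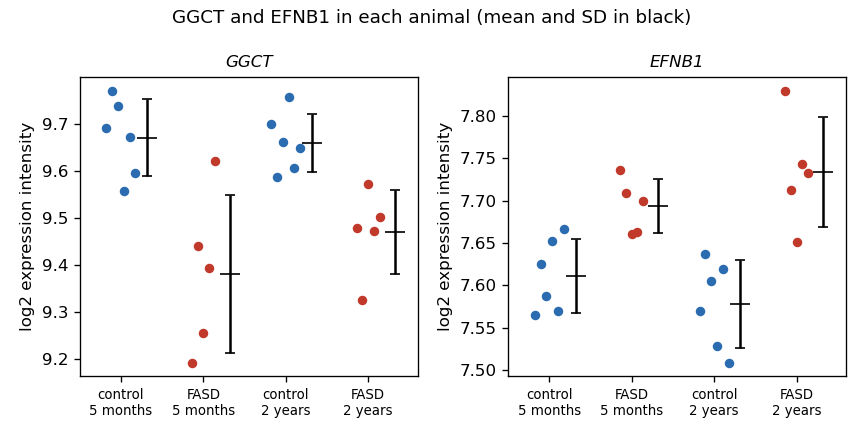
Log2 expression intensity of GGCT and EFNB1 in each of the 22 animals, by exposure and age. Points are animals, and black bars give the mean and SD of each group. In GGCT, 5 of 5 FASD animals at 2 years lie below every control animal, and 4 of 5 at 5 months.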

The gene with the next lowest *p* value of 4.3 × 10^−5^ corresponds to *GGCT* (*q* value of 0.26) which had been initially identified in the general pool. 

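LOC711961, a macaque locus that the annotation names only by its number, had a log2 fold change for alcohol of 0.19 (standard error 0.04) and was higher in FASD animals. It stood at rank 2 in limma, with an unadjusted p of 0.000243 and an adjusted p of 0.579. The methods' two-way analysis of variance placed it at rank 3, with an unadjusted p of 6.48e-05. LOC717946, another locus named only by number, had a log2 fold change of -0.19 (standard error 0.05). No probe set used here was annotated as LINC476 or LINC467, so no value is given under that name. LOC711961 holds the rank that the paper gives to LINC476, and may be that locus under another annotation. Whether it is was not tested.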

The third lowest was *LINC476*, a locus that does not code protein.

**Fig. 1:**
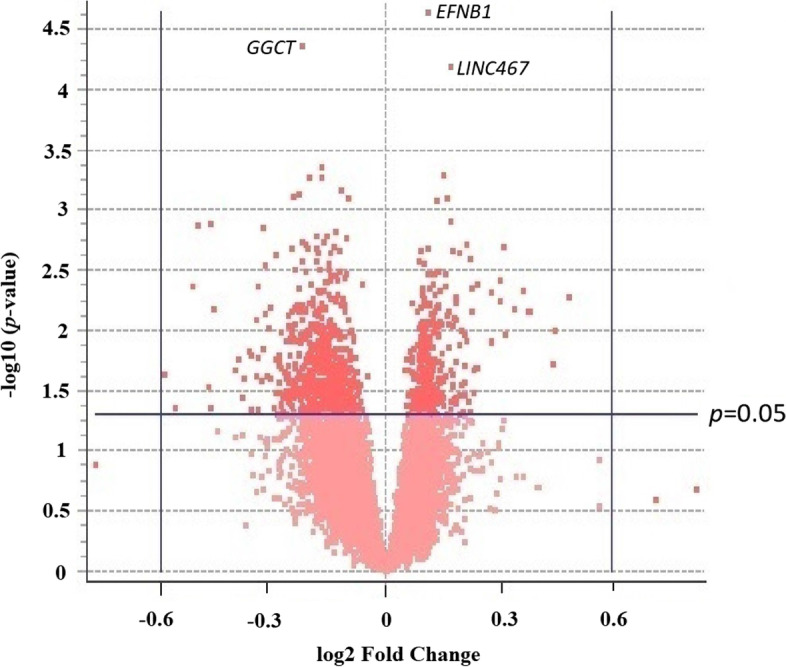
Volcano plot displaying the relationship between fold change (log2) and p-value (-log10) for all probe sets from both the a priori candidate pool and the general pools using Alcohol as an independent variable between pregnant vervet dams which voluntarily consumed alcohol between e100-165 and their sucrose matched controls. There was an overabundance of down regulated genes vs upregulated genes exploring the effect of alcohol. *EFNB1* had the lowest p-value on the array and is identified at the top of the figure

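EFNB1 had a log2 expression of 7.61 ± 0.04 (SD, n = 6) in control animals and 7.69 ± 0.03 (SD, n = 5) in FASD animals at 5 months. At 2 years EFNB1 had 7.58 ± 0.05 (SD, n = 6) in control animals and 7.73 ± 0.06 (SD, n = 5) in FASD animals. The difference was 0.08 at 5 months (exact permutation test, two-sided, p = 0.0152) and 0.16 at 2 years (same test, p = 0.00216, the smallest that 462 arrangements allow). At 5 months 3 of 5 FASD animals were above every control animal, and at 2 years 5 of 5 were. Of 12 probe sets of ephrin and Eph receptor genes, that of EFNB1 alone passed an unadjusted p under 0.05 for alcohol. In limma 0 of the 12 passed an adjusted p under 0.05 over all genes, and 1 did when adjusted over the list alone. The list was written with the paper's result for EFNB1 known from these same arrays, so this pass is no independent evidence.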

The expression profile was higher for *EFNB1* in both 5-month and 2-year-old monkeys exposed to alcohol in utero as seen in Fig. 2. The *p* value for the interaction effect between age and alcohol was low (0.09) but not significant indicating that the upregulation of *EFNB1* remained relatively constant as the monkeys continued through this period of development.

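The FASD minus control difference in EFNB1 was larger at 2 years than at 5 months by 0.07 on the log2 scale (standard error 0.07). This interaction had an unadjusted p of 0.293 and an adjusted p near 1 in limma, and an unadjusted p of 0.0989 in the two-way analysis of variance on group means. GGCT had an interaction of 0.10 (standard error 0.10) with an unadjusted p of 0.319 and an adjusted p near 1 in limma. From the interaction in EFNB1, the paper reasons that its upregulation stayed relatively constant between the ages.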

**Fig. 2:**
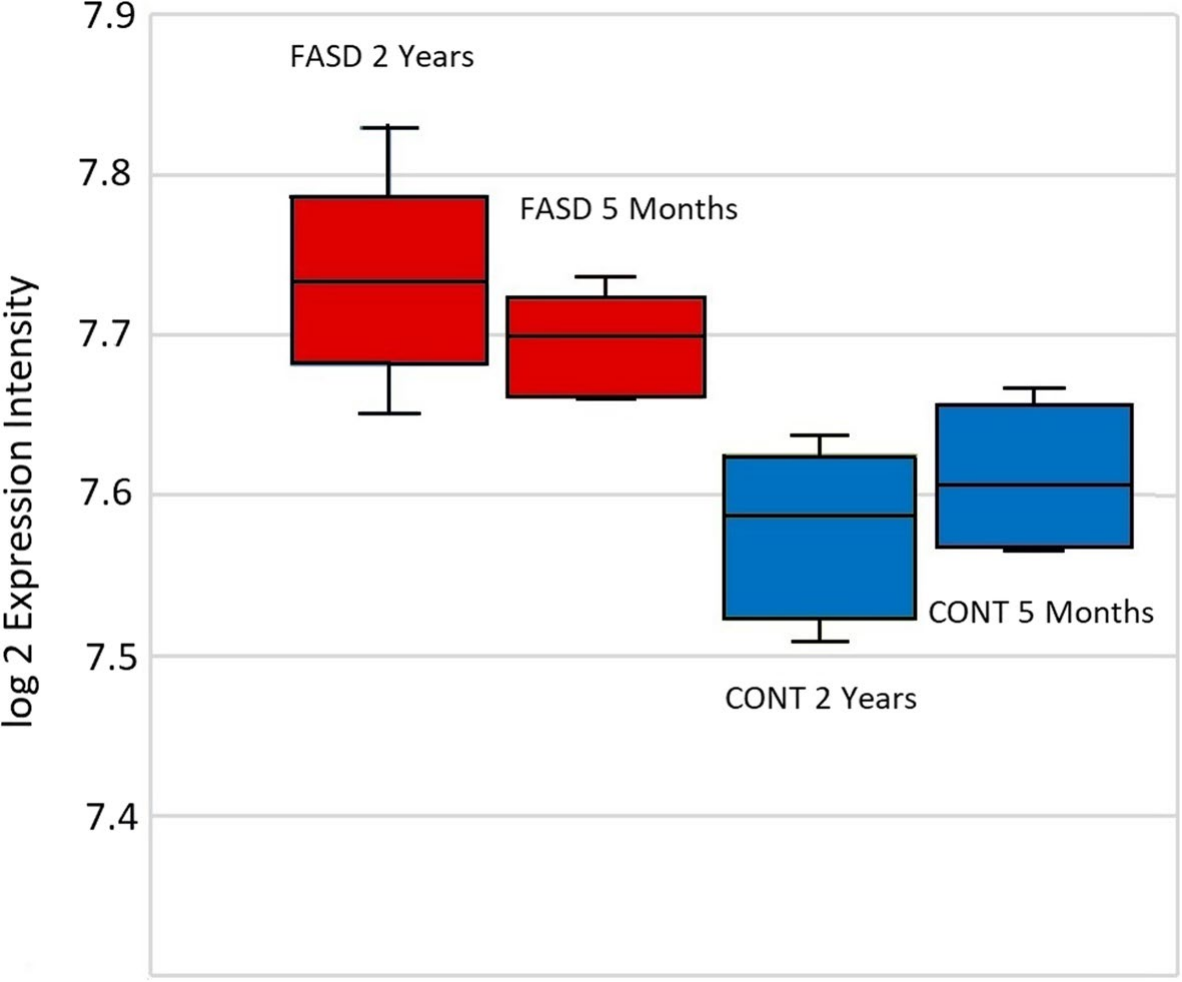
This figure shows the box plots of log2 expression intensity for* EFNB1* across the four study groups within this data set showing the mean log2 expression of *EFNB1* is higher in alcohol exposed monkeys relative to their sucrose matched controls. The interaction effect for *ENFB1* was not significant

Pathway exploration and functional annotation was performed on the 297 genes with the lowest *p* value on the array using the DAVID functional annotation tool. 

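UGT8, which makes a lipid of myelin, had a log2 fold change for alcohol of 0.30 (standard error 0.10), and GPR17, a receptor of oligodendrocyte precursors, had one of 0.49 (standard error 0.15). GAL3ST1, which makes sulfatide, had one of 0.20 (standard error 0.07), and MAL, a myelin protein, had one of 0.24 (standard error 0.10). Their adjusted p values in limma were 0.579 for UGT8, GPR17 and GAL3ST1 and 0.580 for MAL. The 297 genes with the lowest limma p values for alcohol had unadjusted p values up to 0.0155. Of these, 16 were also among the 297 for age, where independent lists would give 7.66. Both comparisons use the same arrays and the same variance of each gene, so this count is no test of a shared response. Of 32 gene lists tested with camera, those of oligodendrocyte and myelin genes and of oligodendrocyte precursors had higher values in FASD animals over both ages together (adjusted p = 0.676 for each with an estimated correlation). The myelin list of 11 genes had a median log2 fold change of 0.15 and an adjusted p of 0.00795. The precursor list of 7 genes had a median of 0.14 and an adjusted p of 0.00857. Within 5 months both passed (adjusted p = 0.143 for each with an estimated correlation), and within 2 years 0 of the lists passed. When adjusted over the list alone, 0 of the 11 and 1 of the 7 passed. The mean of the myelin list had an exact permutation p of 0.139 for alcohol (two-sided), and that of the precursor list one of 0.0243 (two-sided). The precursor mean was higher by 0.25 at 5 months (exact permutation test, two-sided, p = 0.00216), and the difference was 0.07 at 2 years (exact permutation test, two-sided, p = 0.576). Neither list passed without FASD animal 2 at 5 months, at an adjusted p of 0.153 and 0.0965, with a median of 0.10 for the myelin list and 0.07 for the precursor list. That animal had the highest means of mural cell and fibroblast genes, at 0.80, and of microglial genes, at 0.34, and the lowest mean of pyramidal neuron genes, at -0.45. The myelin median was 0.0968 without control animal 5 at 2 years, and the precursor median was 0.0843 without FASD animal 2 at 2 years. MAL had an unadjusted p over 0.05 by limma without FASD animal 2 at 5 months, control animal 5, FASD animal 2 or FASD animal 4 at 2 years. Without FASD animal 4 at 2 years the precursor list had an adjusted p of 0.0667, and with array weights the myelin list had one of 0.0633. In Fisher's exact test on the 297 genes for alcohol 0 of the lists passed, with a lowest adjusted p of 0.101, and in that on the 297 genes within 5 months 1 did, that of oligodendrocytes and myelin, at an adjusted p of 0.000144.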

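YTHDC2, which binds RNA methylated at adenosine, had a log2 fold change for alcohol of -0.37 (standard error 0.10). WTAP had one of -0.12 (standard error 0.05) and METTL3 one of -0.13 (standard error 0.05), and both belong to the complex that methylates adenosine in RNA. ZC3H13, another member of that complex, had -0.17 (standard error 0.09) and, in another probe set, -0.15 (standard error 0.08). Of 12 probe sets of this pathway, 3 passed an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in limma, and 1 passed when adjusted over the list alone. These 3 were also among the 297 with the lowest p values, where chance gives 0.310 (Fisher's exact test, one-sided, p = 0.00315, adjusted over the lists 0.101). The paper's first annotation cluster, from genes of these same arrays, already held RNA methylation terms. The lists were written from terms in the paper, so Fisher's test here is no independent evidence. The list of this pathway had an adjusted p of 0.186 with camera. Of 11 probe sets of DNA methylation genes, that of TET2, which oxidizes methylated cytosine, had a log2 fold change of -0.21 (standard error 0.08), and 0 of the 11 passed when adjusted over the list alone. Without FASD animal 2 at 2 years, the first of these probe sets of ZC3H13 had a log2 fold change of -0.09. The annotation clusters of Table 1 come from DAVID, which was not run here.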

The full table of results can be found in the supplemental data files that are accessible online however the two annotation clusters with the highest enrichment scores are presented in Table 1.

**Table 1:** Top two functional annotation clusters generated from a list of 297 genes using alcohol as a independent variable with a p-value cut-off below 0.016

**Annotation cluster 1**	***p*** **value**	**FDR**
MIS complex (methyltransferase)	.00368	0.71
mRNA editing complex	.00368	0.71
Methyltransferase complex	.00397	0.71
mRNA methylation	.0128	1
mRNA modification	.037	1
RNA methylation	.0448	1
Nuclear speck	.148	1
RNA modification	.265	1
**Annotation cluster 2**	***p*** **value**	**FDR**
Chromatin organization	.013	1
Chromosome organization	.0138	1
Covalent chromatin modification	.0329	1
Histone modification	.0387	1
Chromatin regulator	.0281	1

### Independent variable: age

Examining the effect of age on gene expression, we generally observed much lower *q* values in comparison to the alcohol phenotype, and a greater number of genes which display a *p* value less than 0.05. 

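SOX4 was lower at 2 years than at 5 months, with a log2 fold change of -0.62 (standard error 0.09, adjusted p = 0.00556 from limma). SPP1, which encodes the secreted protein osteopontin, was higher at 2 years by 0.62 (standard error 0.10, adjusted p = 0.0110 from limma). NASP, a histone chaperone, was lower at -0.38 (standard error 0.07), and BZW2, a regulator of translation, was lower at -0.40 (standard error 0.07). CPB1, a carboxypeptidase, was higher at 0.47 (standard error 0.08), and the locus LOC719363 was lower at -0.50 (standard error 0.09). In 10 of 11 animals at 2 years SOX4 was below every animal at 5 months, and in the other it was above every one. For age 16 genes passed an adjusted p under 0.05 in limma and 10 in the two-way analysis of variance on group means. Without FASD animal 4 at 2 years 44 genes passed in limma, with array weights 71 and with the upper range of expression alone 8.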

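For age, 1102 genes had an unadjusted p under 0.05 by limma, which is 526.4 more than uniform p values give. Of 100 splits of the animals, the real one included, 6 gave at least as many, so chance cannot be excluded for that count. The two-way analysis of variance on group means gave 1078 genes, and 989 of them were shared with limma. A form with each factor adjusted for the other only, added after the values were seen, gave 1055 genes. BZW2 was below every animal at 5 months in 10 of 11 animals at 2 years, NASP in 8 and SEMA3C in 9, and SPP1 was above every animal at 5 months in 9. Among the upper range of expression the limma count was 430.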

The number of genes below this threshold totalled 1055 (*H*_0 =_ 575), revealing an additional 480 genes than would be expected under the null hypothesis. In contrast with alcohol as an independent variable, there was a relative balance between upregulated and down regulated genes with 534 downregulated and 521 upregulated. 

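At an unadjusted p under 0.05 by limma 563 genes, SOX4, SEMA3C and NASP among them, were lower at 2 years and 539 genes, SPP1 and CPB1 among them, were higher, so 51.1% were lower. It was 50.6% in the analysis of variance with each factor adjusted for the other only, added after the values were seen. The share moved below 50% in the two-way analysis of variance on group means, at 48.9%, after centring each array on its median, at 43.4%, and after quantile normalization, at 47.0%.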

The volcano plot below displays the relationship between fold change and *p* value for all mRNAs interrogated in this study using alcohol as an independent variable (Fig. 3).

**Fig. 3:**
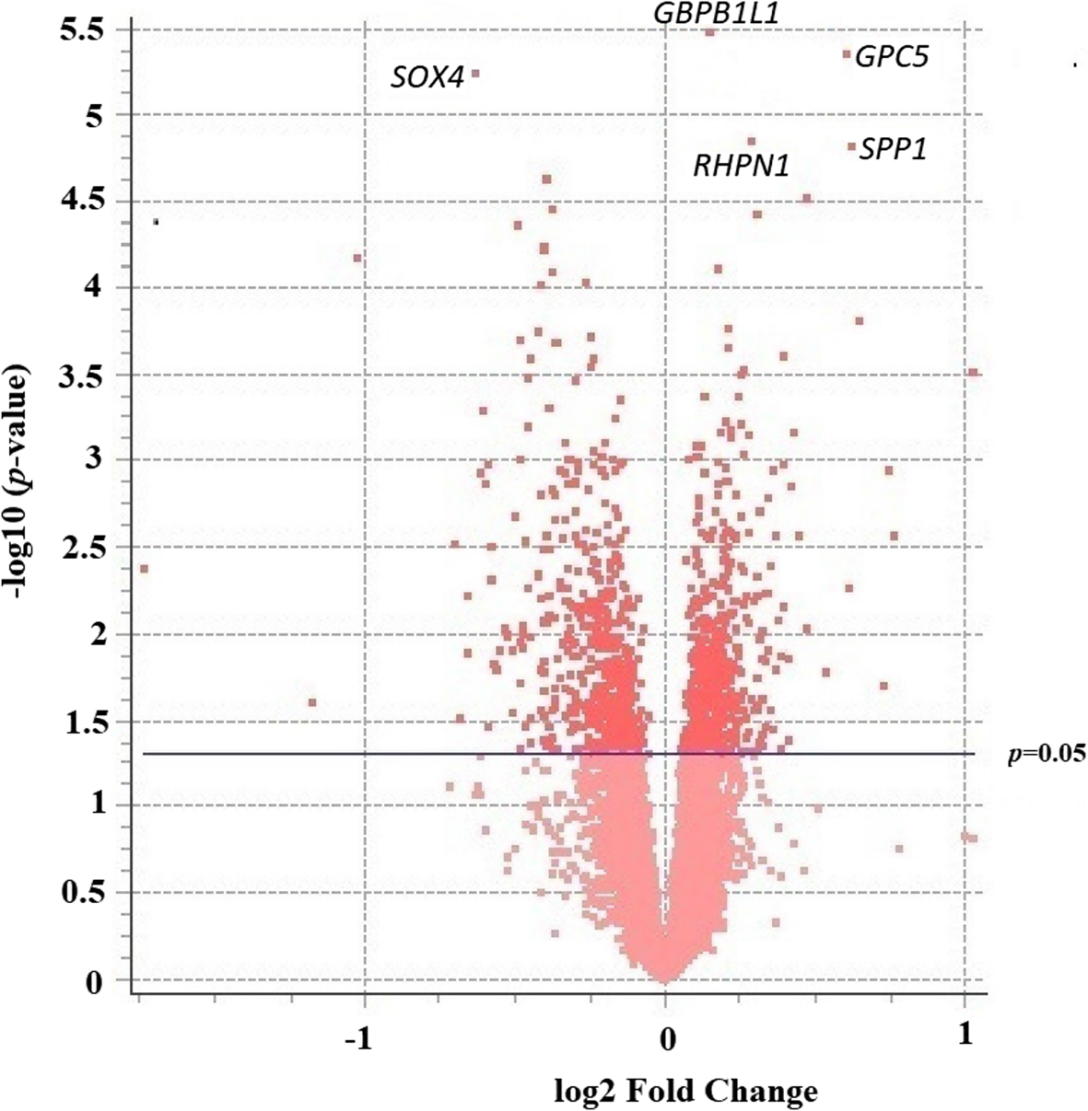
Volcano plot displaying relationship of p-values with fold changes using Age as an independent variable. Each dot represents a gene which has been plotted against the -log 10 of its p-value (vertical axis) and log 2 fold change (horizontal axis). There is a relative balance between up-regulated genes and down regulated genes using Age as an independent variable

We also performed functional annotation clustering by creating a gene list of 297 genes with the lowest *p* values using age as an independent variable (Supplemental data files). In general, the *q* values for these genes were lower ranging from 0.0189 to 0.3 as opposed to 0.297–0.49 in the case of alcohol as an independent variable with a far greater number of genes with *q* values below 0.2. 

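Storey's q value for age was 0.00484 at the gene of lowest p and 0.252 at the last of the 297 genes, and 148 genes lay under 0.2. For alcohol the q value was 0.485 at both ends of the 297 genes and 0 genes lay under 0.2. In the two-way analysis of variance on group means the q values for alcohol went from 0.208 to 0.496, and 98 genes for age and 0 genes for alcohol lay under 0.2. These q values were computed over all 11512 genes together.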

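SOX11, a transcription factor of newborn neurons, had a log2 fold change of -0.61 (standard error 0.13) and DCX, a microtubule protein of migrating neurons, one of -0.37 (standard error 0.09). Of 12 probe sets of this list, 3 were among the 297 with the lowest p values (Fisher's exact test, one-sided, adjusted over the lists, p = 0.0321), and 4 passed when adjusted over the list alone, against 1 over all genes in limma. VIM, an intermediate filament gene of glia and progenitors, went the other way at 0.36 (standard error 0.14), and the list had no direction in camera, at an adjusted p of 0.416. Genes of oligodendrocyte precursors were lower at 2 years, with GPR17 at -0.49 (standard error 0.15), NEU4 at -0.16 (standard error 0.05), SOX6 at -0.21 (standard error 0.07) and VCAN at -0.31 (standard error 0.11). Their list had an adjusted p of 0.00119 (adjusted p = 0.235 with an estimated correlation), and 4 of its 7 genes passed when adjusted over the list alone. The mean of the precursor list differed by -0.10 in control animals (exact permutation test, two-sided, p = 0.206) and by -0.29 in FASD animals (exact permutation test, two-sided, p = 0.0317). The difference between exposures had an adjusted p of 0.0744 with camera. Control animal 5 at 2 years had the lowest precursor mean of all animals, at -0.38, and FASD animal 6 at 2 years the next, at -0.32. That control animal also had the lowest myelin mean, at -0.39, and the precursor means were not compared without it. Matrix genes HAPLN1, at -0.29 (standard error 0.07), and ACAN, at -0.38 (standard error 0.12), are components of the nets around neurons. The age difference of ACAN was -0.07 in control animals and -0.69 in FASD animals, with an interaction of -0.62 (standard error 0.25, adjusted p near 1 from limma). Of 20 probe sets of matrix genes, 1 was higher and 2 were lower when adjusted over the list alone.

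**Figure D3:**
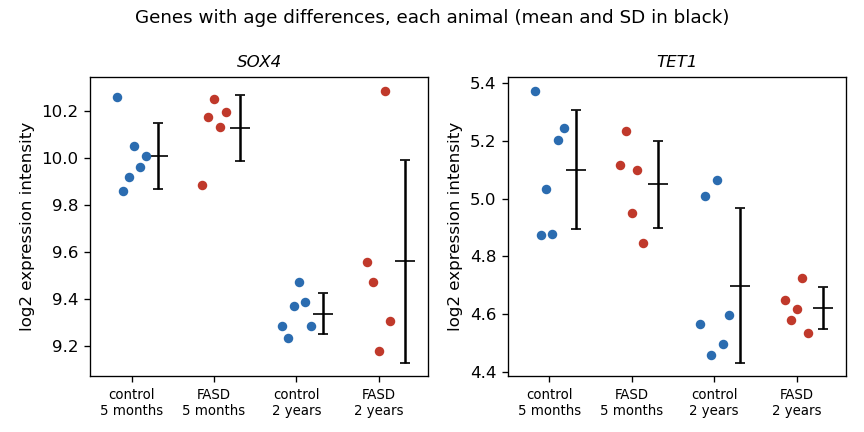
Log2 expression intensity of SOX4 and TET1 in each of the 22 animals, by exposure and age. Points are animals, and black bars give the mean and SD of each group. TET1 lies below every animal at 5 months in 9 of 11 animals at 2 years.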

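TET1, which oxidizes methylated cytosine in DNA, was lower at 2 years with a log2 fold change of -0.41 (standard error 0.08, adjusted p = 0.0278 from limma). UHRF1, which recruits the maintenance methyltransferase, had one of -0.46 (standard error 0.13), TET3 one of -0.26 (standard error 0.08) and DNMT3A one of -0.23 (standard error 0.10). Their list of 11 probe sets was lower at an adjusted p of 0.0208 (adjusted p = 0.0869 with an estimated correlation), and 3 passed when adjusted over the list alone. TET1 had a log2 expression of 4.46 to 5.37 over the animals, at the low end of the range. The mean was 4.59 in the lowest decile of the genes and 6.00 in decile 2. The DNA methylation list had an adjusted p of 0.141 without control animal 2 at 2 years and 0.0885 without FASD animal 6 at 5 months. It had 0.0519 without FASD animal 3 at 2 years, 0.101 with array weights and 0.0522 with the replicate number as a block. With the filter as first written, an added setting that filters on detection, it had 0.492. DNMT3A had an unadjusted p over 0.05 by limma without FASD animal 6 at 5 months, FASD animal 3 or FASD animal 4 at 2 years. Heat shock genes were higher at 2 years, with BAG3, a chaperone partner, at 0.34 (standard error 0.09), HSPA4 at 0.15 (standard error 0.06), HSP90AB1 at 0.13 (standard error 0.05) and DNAJB1 at 0.27 (standard error 0.12). All 8 heat shock genes had a positive difference, and the list had an adjusted p of 0.00119 (adjusted p = 0.0869 with an estimated correlation), with 1 gene when adjusted over the list alone. DNAJB1 had an unadjusted p over 0.05 by limma in 11 of the 22 fits that each left out 1 animal, and HSP90AB1 without control animal 6 or FASD animal 2 at 5 months. Immediate-early genes, which respond to neuronal activity, were lower at 2 years, with ARC at -0.41 (standard error 0.12), DUSP1 at -0.55 (standard error 0.16), IER2 at -0.33 (standard error 0.10) and KLF4 at -0.45 (standard error 0.16). This list of 13 probe sets had an adjusted p of 0.00412 (adjusted p = 0.687 with an estimated correlation), and 4 passed when adjusted over the list alone. The mean of the immediate-early list differed by -0.31 in control animals (exact permutation test, two-sided, p = 0.0238) and by -0.09 in FASD animals (exact permutation test, two-sided, p = 0.540), with an adjusted p of 0.126 with camera for the difference between exposures. The immediate-early list had an adjusted p of 0.0530 without FASD animal 2 at 5 months, 0.0594 without control animal 6 at 2 years and 0.101 with array weights. FASD animal 2 at 5 months had the highest immediate-early mean of the FASD animals, at 0.39. The age difference in FASD animals was not computed without that animal. Control animal 6 at 2 years had the lowest immediate-early mean of all animals, at -0.59. It also had the lowest means of pan-neuronal genes, at -0.41, of GABAergic interneuron genes, at -0.32, and of endothelial genes, at -0.33.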

Eight of the top 15 annotation clusters were related to development or cell migration with gene ontology (GO) producing lower *p* values than those which were observed using alcohol as an independent variable (Supplemental Table 3).

In addition, the study design allows for the exploration of an interaction effect between age and alcohol which is a powerful method of identifying expression changes related to alcohol exposure that change through time. 

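The genes with the lowest p values for the interaction included DSCC1, a gene of chromosome cohesion, at 0.52 on the log2 scale (standard error 0.14), MBP, which encodes myelin basic protein, at -0.82 (standard error 0.23), and GLE1, a factor of messenger RNA export, at 0.33 (standard error 0.09), while another probe set of GLE1 had -0.26 (standard error 0.23). By limma 345 genes, 3.00% of those tested, had an unadjusted p under 0.05 and 0 passed an adjusted p under 0.05. The methods' two-way analysis of variance gave 367 genes, or 3.19%, and 0 at an adjusted p under 0.05. The share was 6.56% without control animal 2 at 2 years and 6.29% with array weights. In simulated data, limma recovered 0% of 200 genes with an interaction of 0.25 at an adjusted p under 0.05, 40.5% with one of 0.5 and 89.5% with one of 1. The paper reasons that such genes are either absent or lie within the background noise.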

The interaction between age and alcohol resulted in slightly fewer than 5% of the probe sets with *p* values less than 0.05 with no probe sets having significant *q* values indicating that precise identification of differentially expressed genes which are influenced by alcohol in a manner that changes between 5 months and 2 years is either non-existent or buried within the background noise and unable to be identified without greater statistical power (Supplemental Figure 7). In addition, there were no genes within the interaction term whose *q* values distinguished themselves in a manner that would enable a prudent identification. Therefore, the interaction term was not explored further.

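MBP had a log2 expression of 11.80 in control animals and 12.37 in FASD animals at 5 months, and of 12.13 in control animals and 11.87 in FASD animals at 2 years. UGT8 had an interaction of -0.51 (standard error 0.20), PLLP, a myelin protein, one of -0.53 (standard error 0.24) and GJB1, a gap junction gene of oligodendrocytes, one of -0.43 (standard error 0.21). Each had an adjusted p near 1 in limma. The interaction was negative in all 11 genes of oligodendrocytes and myelin, with a median of -0.36 and an adjusted p of 2.35e-07 with camera (adjusted p = 0.483 with an estimated correlation), and 1 gene passed when adjusted over the list alone. Within 5 months the mean was higher in FASD animals by 0.31 (exact permutation test, two-sided, p = 0.0173) and within 2 years the difference was -0.04 (same test, p = 0.708). Without FASD animal 2 at 5 months the median interaction of the list was -0.24, and GJB1 had one of -0.24. UGT8 had an unadjusted p over 0.05 by limma without that animal, and PLLP in 8 of the 22 fits that each left out 1 animal. That animal had the highest mean of the myelin genes of all animals, at 0.58 above the mean of each gene. It also had the highest mural cell, fibroblast and microglial means and the lowest pyramidal neuron mean, as given with the myelin and precursor lists. This test of gene lists for the interaction was added after the values were seen.

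**Figure D4:**
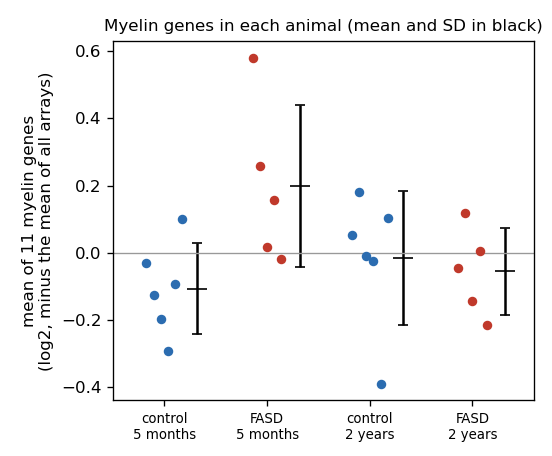
Mean log2 expression of 11 oligodendrocyte and myelin genes in each of the 22 animals, after subtracting the mean of all arrays from each gene. Points are animals, and black bars give the mean and SD of each group. FASD animals exceed control animals by 0.31 at 5 months.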

### qRT-PCR

Five genes were chosen to validate the gene expression results via their correlation to a *q*RT-PCR platform. The genes were selected based on their low *p*-values using either alcohol or age as an independent variable. The two genes that were selected based on their low *p* values using alcohol as an independent variable were *EFNB1* and *GGCT*. Three genes using age as an independent variable were selected *GBP1L1*, *RHPN2*, and *SOX4*. 

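On the array, the fold change of FASD over control animals was 1.09 for EFNB1 and 0.847 for GGCT. The fold change of 5 months over 2 years was 1.54 for SOX4 and 0.899 for GPBP1L1, a gene related to a transcription factor that binds GC-rich promoters. The values for quantitative PCR were not used here.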

The 2^–∆∆Ct^ method was used to calculate the fold changes corresponding to these genes which can be contrasted with fold changes calculated from the Rhesus GeneChip microarray in Fig. 4. 

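The genes whose age difference exceeded that of SOX4 in size included SEMA3C, at -1.02 (standard error 0.18), and RFTN2, a protein of lipid rafts, at 1.01 (standard error 0.21). They also included USP14, a deubiquitinase of the proteasome, at -1.75 (standard error 0.48), and TESPA1, at -1.14 (standard error 0.43). SPP1 exceeded it narrowly, at 0.621 against -0.620 for SOX4. SEMA3C had an adjusted p of 0.0155 from limma, RFTN2 one of 0.0509 and USP14 one of 0.171. Across 22 fits that each left out 1 animal, SOX4 stayed between rank 1 and rank 4 for age.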

Fold changes were low overall using both age and alcohol as seen in the volcano plots in Figs. 2 and 3 with *SOX4* showing the greatest fold change among the genes interrogated via qRT-PCR and among the genes with the largest fold change using both age and alcohol on the array overall. 

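GPBP1L1 had higher values at 2 years, with a log2 fold change of 0.15 (standard error 0.03), an unadjusted p of 0.000206 and an adjusted p of 0.0825 from limma. In the two-way analysis of variance on group means it had the lowest p value for age, at 2.45e-06. Its log2 expression was 9.23 in control animals and 9.21 in FASD animals at 5 months, and 9.34 and 9.41 at 2 years. RHPN1 had an age difference of 0.06 (standard error 0.06) and an adjusted p of 0.779 from limma. No probe set used here was annotated as RHPN2. The paper also used a private annotation, so its probe set for this gene may be another one.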

*GBPB1L1,* a gene selected due to its low *p* value using age as an independent variable reveals a discrepancy in the fold change and direction between the array and the *q*RT-PCR. It displayed an inverse correlation with the array and furthermore, the -deltaCt vs log2 expression plot (Supplemental Figure 8) implied that the primers bound to the vervet genome at an alternate location. Aside from *GPBP1L1* the fold changes between the array data and the qRT-PCR data were in concordance with each other.

**Fig. 4:**
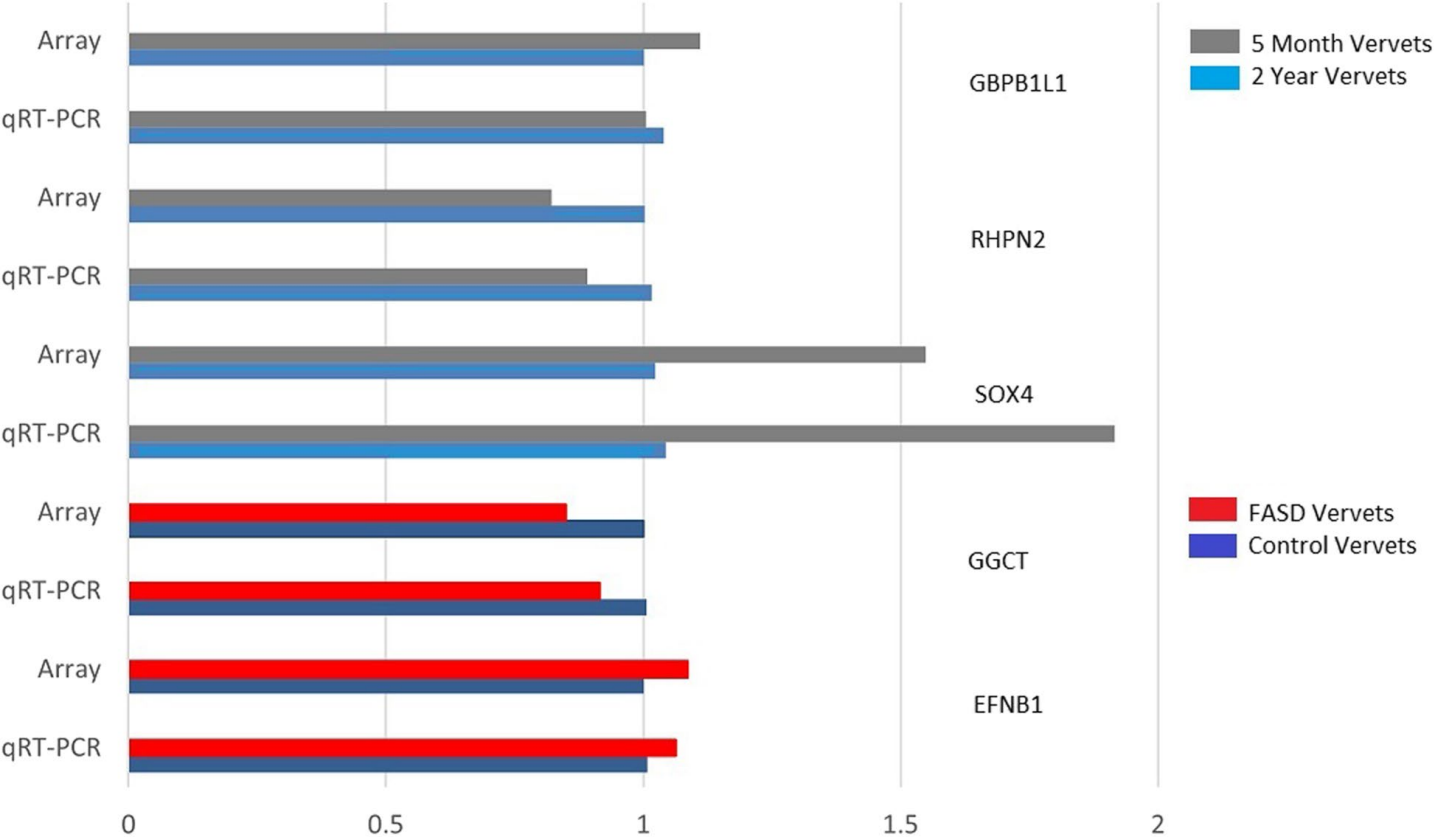
Fold change comparison between data from the GeneChip microarray and qRT-PCR for 5 selected genes. Two genes showing significance for alcohol (EFNB1, GGCT) and three genes for Age (SOX4, RHPN2, GBPB1L1)

## Discussion

This study design resulted in four primary identifications: (1) the functional annotation of clusters related to epigenetic modification (alcohol) as well as annotations related to development using a gene list generated by using age as an experimental factor; (2) the increased number of genes that were downregulated vs upregulated using alcohol as an independent variable; (3) the lack of a clear interaction effect between alcohol (prenatal vs control) and age at 5 months and 2 years; and (4) the emergence of *EFNB1* as a candidate gene that might be related to some aspects of the phenotypic consistency and genetic vulnerability to PAE in humans. These four identifications will be discussed in further detail below.

We analyzed these data to assess the possibility of a disrupted molecular pathway using alcohol as an independent variable with the functional annotation tool DAVID 6.8. The full list of enriched clusters (found in the online data files) broadly implicates a wide variety of cellular processes with our top two clusters related to epigenetic modifications. These results must be interpreted carefully given the lower false discovery rate (FDR) assigned to them and also because this type of pathway exploration has been performed repeatedly without a clearly replicated pathway that is incontrovertibly linked to PAE [9–18]. Interestingly though, a recent meta-analysis [47] highlighted that despite the dissimilarity across studies, a gene set related to pathways involved in protein synthesis, mRNA splicing, and chromatin organization has emerged and our data, in part, replicates this finding.

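HNRNPM, a splicing factor measured by a pair of probe sets, had log2 fold changes for alcohol of -0.24 (standard error 0.08) and -0.16 (standard error 0.07), and TRA2A, a splicing activator, one of -0.15 (standard error 0.06). Of 38 probe sets of splicing genes, 5 were lower and 0 higher at an unadjusted p under 0.05, 0 at an adjusted p under 0.05 in limma and 1, HNRNPH1, when adjusted over the list alone. This list had an adjusted p of 0.216 with camera. The deacetylase SIRT1 had a log2 fold change of -0.16 (standard error 0.06), the histone demethylases KDM3B and KDM4C had -0.20 (standard error 0.08) and -0.16 (standard error 0.07), and the acetyltransferase KAT6A had -0.16 (standard error 0.07). Of 65 probe sets of chromatin and histone modification, 7 were lower and 0 higher at an unadjusted p under 0.05, and 0 when adjusted over the list alone, with an adjusted p of 0.467 with camera. A list of 42 probe sets chosen by symbols that begin with RPL or RPS held ribosomal protein genes and also S6 kinase genes such as RPS6KA5. In it 2 were lower and 1 higher at an unadjusted p under 0.05, with an adjusted p of 0.967 with camera, which is no test of ribosomal proteins alone. Without FASD animal 2 at 5 months, the HNRNPM probe set at -0.16 had a log2 fold change of -0.12, KAT6A one of -0.11 and KDM4C one of -0.11, each with an unadjusted p over 0.05 by limma. That p was also over 0.05 for KAT6A without FASD animal 6 at 5 months, FASD animal 1 or FASD animal 6 at 2 years. It was so for KDM4C without control animal 1 at 5 months, control animal 6 or FASD animal 1 at 2 years, and for that probe set of HNRNPM without FASD animal 4 at 2 years.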

Including age as an independent variable within our experimental design provided the opportunity to generate data that would produce results consistent with previously identified GO terms and annotation clusters related to development. In that sense, this experimental factor served as an experimental prediction and the results gave a strong indication of the face validity of the quality of the data. The importance of this predictive nature for one of the independent variables cannot be understated given the potential for gene expression studies, particularly related to PAE, to return unexpected and inconsistent pathway or enrichment results given the number of experimental combinations related to this phenotype.

The second benefit of using age as an independent variable is that it allowed us to explore the interaction between age and alcohol which informs us of whether the gene expression changes are chronic and are altered from the neonate stage through 2 years of simian development or whether they revert to levels observed in control animals as development proceeds through to the juvenile stage. Our results indicated that there is not a discernable interaction effect within our data set. This does not necessarily imply that the interaction effect is non-existent. This finding may stem from a small effect with a lack of statistical power which might have been corrected with larger sample size or the two age points selected for this study had not shown full differentiation in chronic gene expression related to alcohol.

We identified a relative difference in significantly downregulated genes vs upregulated genes in a roughly 2:1 ratio while examining alcohol as an independent variable that was not observed using age as an independent variable. This result is consistent with a recent meta-analysis revealing a systemic down regulation of genes influenced by alcohol [47]. A functional explanation for this observation could be related to an upper level of regulation such as epigenetic modifications or alteration in micro RNA (miRNA) expression levels. Interestingly, early studies into genome wide methylation patterns due to PAE in mice revealed global de-methylation [48]; however, more recently, it has been shown that this pattern is more consistent with demethylation and hyper-methylation depending on the region and the gene in question in both mice [49, 50], as well as in humans [51]. With respect to miRNA, there have been several groups that have already examined the effect of alcohol on miRNA expression in various animal models of FASD (as reviewed in [52]).

We further analyzed a subset of genes using qRT-PCR as a means to develop an independent validation of the results of the microarray analysis. The arrays themselves were highly correlated with each other and displayed very low fold changes, with zero of the genes using alcohol as an independent variable revealing fold changes greater than 2 (log2 = 1) and only 5 of the genes using age as an independent variable revealing fold changes greater than 2 (log2 = 1). 

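No gene had an alcohol difference over 2-fold by limma; the largest named difference was -0.84 (standard error 0.48, adjusted p = 0.630 from limma) for USP14. For age 4 genes differed by over 2-fold, and these were USP14, SEMA3C, RFTN2 and TESPA1, a gene of immune cell signalling, at -1.14 (standard error 0.43). TESPA1 was singled out after its values were seen, and its adjusted p from limma was 0.370. With the array weights estimated by limma, 1 gene exceeded 2-fold for alcohol and 2 did for age.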

Genes that display a fold changes < 2 are typically poor candidates for validation with qRT-PCR [53–56]. Despite this challenge, we replicated the fold changes in four of the five genes interrogated, including *EFNB1*. The fifth gene *GBPB1L1* failed to replicate the fold changes; however, it had an inverse correlation with the expression data from the array and appears to have amplified a different vervet mRNA altogether (Supplemental Figure 8). The low fold changes for all of the genes on the array are consistent with expectations for monkeys that survived and continued through development as opposed to gene expression studies of cancerous tissue or acute challenges with ethanol.

The novel connection between *EFNB1* and FASD provides some potentially exciting insight into the development of FASD as well as the clinical heterogeneity that this disorder presents. *EFNB1* is a receptor tyrosine kinase [57] involved in a large variety of developmental processes such as cell migration, segmentation, and compartment boundary formation, axon guidance, topographic mapping, synaptogenesis, and angiogenesis [58, 59]. The Eph receptors are a family of genes that are critical in neurodevelopment, vascular development, and epithelial development via cell migration, adhesion and pattern formation [60–62]. In addition, *EFNB1* regulates axon guidance [63] and plays a key role in synapse remodelling in the hippocampus [64, 65].

Purely due to its functional role in development, *EFNB1* appears to be an interesting candidate gene for the development of FASD. Perhaps more striking is the resulting clinical presentation that occurs among individuals carrying a mutation in this gene. Loss of function mutations in *EFNB1* lead to craniofronto-nasal syndrome (CFNS) a genetic condition characterized by a wide range of phenotypic effects including frontonasal dysplasia, craniofacial asymmetry, craniosynostosis, bifid nasal tip, grooved nails, wiry hair, and skeletal abnormalities [66–68]. There is a distinct degree of phenotypic overlap between classic FAS and CFNS. Furthermore, there is a wide range of atypical features observed in CFNS that have also been identified among individuals diagnosed with FASD including neurosensory hearing loss and cardiac defects [69–71].

Paradoxically, mutations in this X-linked gene affect females more severely than males, with females prone to the full range of effects while males typically suffer from hypertelorism [66]. The counterintuitive nature of this disorder appears to stem from “cellular interference” [72] that would occur during X-linked inactivation in females where the ephrin B1 signal is skewed across regional developmental boundaries. This skewing across boundaries leads to abnormal cell sorting and ectopic tissue boundaries [73, 74]. Support for this model for CFNS also stems from male children that are mosaic for *EFNB1* mutations that display a more severe phenotype [75]. Interestingly, a genomic duplication of *EFNB1* has been identified in a family segregating for X-linked hypertelorism indicating that development of abnormal craniofacial features is also sensitive to the *expression* level of this gene and not solely dependent on imbalanced signals across tissue boundaries stemming from mutations [76].

The mechanism of cellular interference and the differential expression by which this gene creates such a wide array of overlapping phenotypic features with FASD presents a plausible theoretical model that could reconcile many of the data that has been harvested with respect to FASD. It is well known that ethanol exerts tissue specific effects [77], particularly throughout the brain where it can lead to damaging effects in the hippocampus and frontal cortex [29, 78, 79]. The identification of *EFNB1* presents the possibility that despite the broad mRNA downregulation and epigenetic changes across an array of molecular pathways, the phenotypic craniofacial signatures of classic FAS may emerge periodically from this cellular interference model of *EFNB1* and the tissue specific effects of ethanol due to unbalanced EFNB1 expression levels across tissue boundaries.

The identification of *EFNB1* presents a plausible model for some of the phenotypic features that tend to cluster in patients exposed to alcohol in utero, however caution is warranted until evidence from alternate lines of enquiry can be assimilated into a complete picture of this heterogeneous disorder.

## Conclusions

The vervet monkey provides a powerful non-human primate model for studying the effects of prenatal alcohol exposure in a manner that more accurately reflects the changes that might be observed in humans while simultaneously allowing the generation of a carefully managed case/control environment. This study interrogated male monkeys exclusively to eliminate sex effects, and it is therefore possible that the effect on gene expression in female monkeys would reveal other interesting findings related to pre-natal alcohol exposure. The findings in this study support the frequently observed global downregulation of mRNA due to prenatal alcohol exposure and present a new hypothesis involving *EFNB1* and a cellular interference model that could explain many of the frequently observed phenotypic patterns in humans associated with FASD.

## Supplementary Information

**Additional file 1: Supplemental Figure 1.** RNA degradation plots showing 5’-3’ mean intensity levels for all 24 arrays revealing a similar slope across all samples without any major outliers as a result of 5’-3’ degradation. **Supplemental Figure 2.** Principal component analysis (PCA) of all 24 arrays for the unique expressed probe sets that remained after culling for annotation, multiple probe sets and MAS5 calls. Twenty-two arrays grouped together with FASD5_1 and FASD2_5 showing a distinct expression pattern which skews and distinguishes them from the other arrays due to non-technical variance. These arrays were excluded from further analyses to avoid skewing the group means due to variance unrelated to experimental factors. **Supplemental Figure 3.** 3D PCA plot of expression post normalization via RMA after exclusion of FASD5_1 and FASD2_5 revealing the unsupervised organization of the 22 remaining samples. **Supplemental Figure 4.** Box plots of GeneChip Rhesus Macaque genome array expression data for all 24 arrays after RMA normalization. **Supplemental Figure 5.** Histogram of *p-*value distributions for Alcohol divided into 20 bins with each bin representing 0.05 units. 

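After the authors' exclusion of those arrays, the first principal component of the 22 arrays held 19.9% of the variance. Exposure accounted for 11.1% of the spread of the first component and age for 3.96%. FASD animal 2 at 5 months, control animal 2 at 2 years and FASD animal 2 at 2 years had the lowest array weights in limma, at 0.273, 0.379 and 0.413. The excluded arrays were not analysed here.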

The distribution shows a distinct and sharp increase in the 0-0.05 bin indicating that Alcohol as an experimental factor resulted in a higher number of differentially expressed genes than would have been predicted under the null hypothesis. The black shaded bar represents the most frequent bin within the distribution. **Supplemental Figure 6.** Histogram of *p-*value distributions using Age as a main effect divided into 20 bins with each bin representing 0.05 units of distribution. The distribution shows a distinct and sharp increase in the 0-0.05 bin indicating that Age as an experimental factor resulted in a higher number of differentially expressed genes than would have been predicted under the null hypothesis. The black shaded bar represents the most frequent bin within the distribution. **Supplemental Figure 7.** Histogram of *p-*value distributions for the interaction between Age and Alcohol divided into 20 bins with each bin representing 0.05 units. The distribution shows a flat distribution indicating there is no evidence for a generalized genome wide interaction effect between these two experimental factors. 

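For the interaction, the bins of limma p values above the first held 501 to 639 genes, against 345 in the first. Of those 345 genes, 243 had a positive interaction and 102 a negative one. Over all genes 40.0% had a negative interaction.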

The black shaded bar represents the most frequent within the distribution. **Supplemental Figure 8.** Correlation of log2 expression intensity and -delta Ct values using *ACTB* to normalize expression values. *GBPB1L1* strays from the trend line implying that it may have amplified a target region not represented by the probe set. **Supplemental Table 1.** Mean intensity/expression levels (log2) and mean variance for all 11,512 mRNA for all four groups involved in this study. **Supplemental Table 2.** Primer sequences used for qRT-PCR amplification of selected genes taken from the Rhesus GeneChip array. **Supplementary Table 3.** Functional annotation results using the 297 genes which returned the lowest *p*-values using Age as a main effect. Eight of the 15 top annotation clusters returned results related to development or cell migration with lower overall *p*-values and FDR values when compared to those generated using alcohol as a main effect.

## Data Availability

Raw data files (CEL files) as well as RMA normalized data have been uploaded to the gene expression omnibus website at the National Center for Biotechnology Information using minimum information for a microarray experiment (MIAME) guidelines GSE173516. In addition, all additional data utilized to generate conclusions within this experiment has been uploaded to the dryad database cited at the beginning of the supplemental materials.

## Abbreviations

CFNS: Cranio-frontal nasal syndrome
cRNA: Complementary RNA
DAVID: Database for annotation, visualization, and integrated discovery
FAS: Fetal alcohol syndrome
FASD: Fetal alcohol spectrum disorders
FDR: False discovery rate
GO: Gene ontology
miRNA: Micro RNA
mRNA: Messenger RNA
MUCQIC: McGill University-Genome Quebec Innovation Center
NHP: Non-human primate
PAE: Prenatal alcohol exposure
qRT-PCR: Quantitavie real-time polymerase chain reaction
RNA: Ribonucleic acid

# Supplementary material for: mRNA expression analysis of the hippocampus in a vervet monkey model of fetal alcohol spectrum disorder
**Source:** J Neurodev Disord. 2022 Mar 19;14:21. doi: 10.1186/s11689-022-09427-z
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figure 1. RNA degradation plots showing 5’-3’ mean intensity levels for all 24 arrays revealing a similar slope across all samples without any major outliers as a result of 5’-3’ degradation. Supplemental Figure 2. Principal component analysis (PCA) of all 24 arrays for the unique expressed probe sets that remained after culling for annotation, multiple probe sets and MAS5 calls. Twenty-two arrays grouped together with FASD5_1 and FASD2_5 showing a distinct expression pattern which skews and distinguishes them from the other arrays due to non-technical variance. These arrays were excluded from further analyses to avoid skewing the group means due to variance unrelated to experimental factors. Supplemental Figure 3. 3D PCA plot of expression post normalization via RMA after exclusion of FASD5_1 and FASD2_5 revealing the unsupervised organization of the 22 remaining samples. Supplemental Figure 4. Box plots of GeneChip Rhesus Macaque genome array expression data for all 24 arrays after RMA normalization. Supplemental Figure 5. Histogram of p-value distributions for Alcohol divided into 20 bins with each bin representing 0.05 units. The distribution shows a distinct and sharp increase in the 0-0.05 bin indicating that Alcohol as an experimental factor resulted in a higher number of differentially expressed genes than would have been predicted under the null hypothesis. The black shaded bar represents the most frequent bin within the distribution. Supplemental Figure 6. Histogram of p-value distributions using Age as a main effect divided into 20 bins with each bin representing 0.05 units of distribution. The distribution shows a distinct and sharp increase in the 0-0.05 bin indicating that Age as an experimental factor resulted in a higher number of differentially expressed genes than would have been predicted under the null hypothesis. The black shaded bar represents the most frequent bin within the distribution. Supplemental Figure 7.

Below is a list of supporting figures that are referenced within the main body of the article “mRNA expression analysis of the hippocampus in a vervet monkey model of the hippocampus”. For access to the supplemental data files that are referenced within the main body of the manuscript, as well as full access to all of the data that was used to draw the conclusions within the manuscript, we invite you to visit our data depository at:

https://datadryad.org/stash/share/ej24eEr73GZTbOuWrEcArSvQdnGi48Q2WNym4V6ea7Y

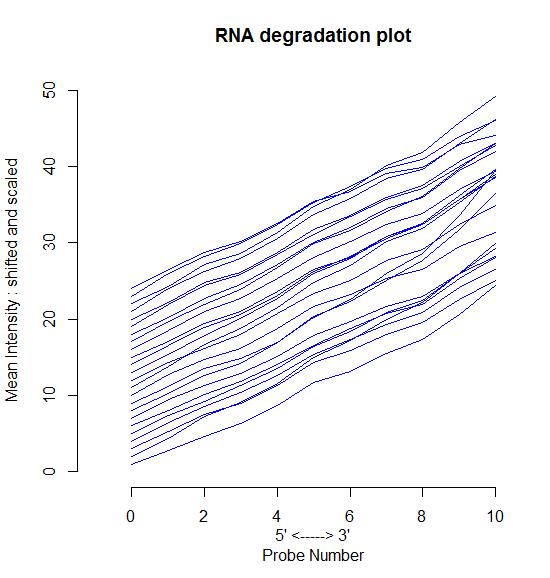

**Supplemental Figure 1:** RNA degradation plots showing 5’-3’ mean intensity levels for all 24 arrays revealing a similar slope across all samples without any major outliers as a result of 5’-3’ degradation

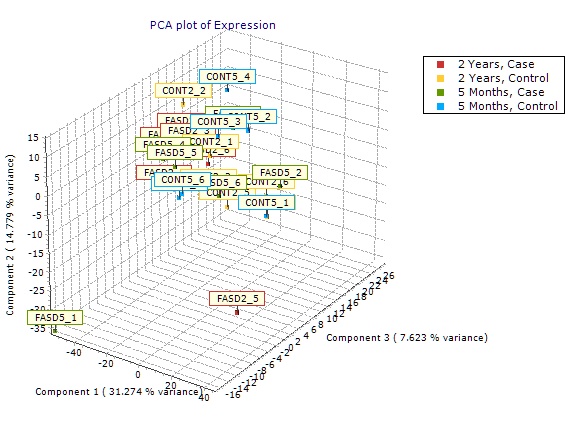

**Supplemental Figure 2:** Principal component analysis (PCA) of all 24 arrays for the unique expressed probe sets that remained after culling for annotation, multiple probe sets and MAS5 calls. Twenty-two arrays grouped together with FASD5_1 and FASD2_5 showing a distinct expression pattern which skews and distinguishes them from the other arrays due to non-technical variance. These arrays were excluded from further analyses to avoid skewing the group means due to variance unrelated to experimental factors.

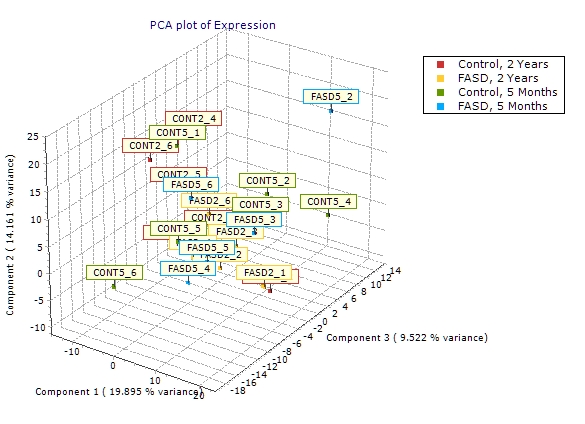

**Supplemental Figure 3:** 3D PCA plot of expression post normalization via RMA after exclusion of FASD5_1 and FASD2_5 revealing the unsupervised organization of the 22 remaining samples.

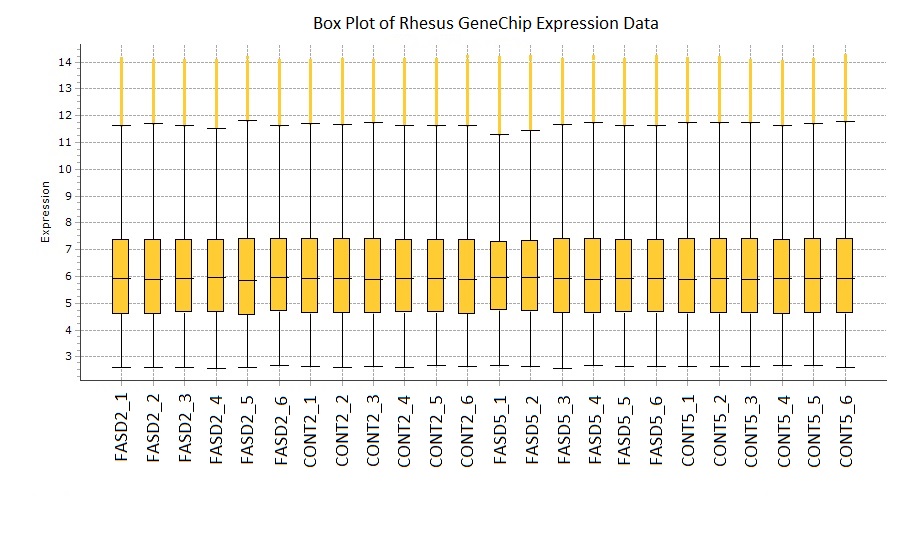

**Supplemental Figure 4:** Box plots of GeneChip Rhesus Macaque genome array expression data for all 24 arrays after RMA normalization

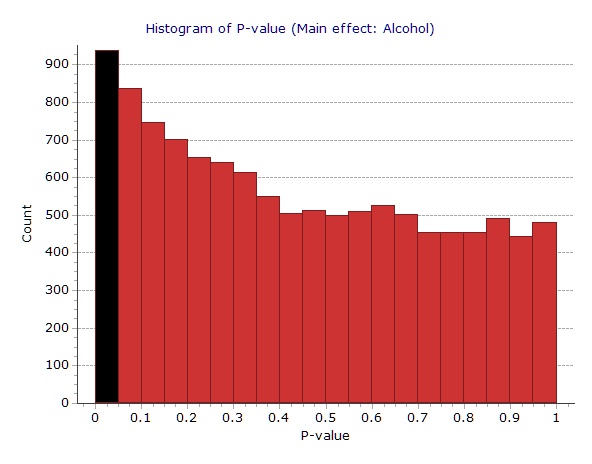

**Supplemental Figure 5:** Histogram of *p-*value distributions for Alcohol divided into 20 bins with each bin representing 0.05 units. The distribution shows a distinct and sharp increase in the 0-0.05 bin indicating that Alcohol as an experimental factor resulted in a higher number of differentially expressed genes than would have been predicted under the null hypothesis. The black shaded bar represents the most frequent bin within the distribution.

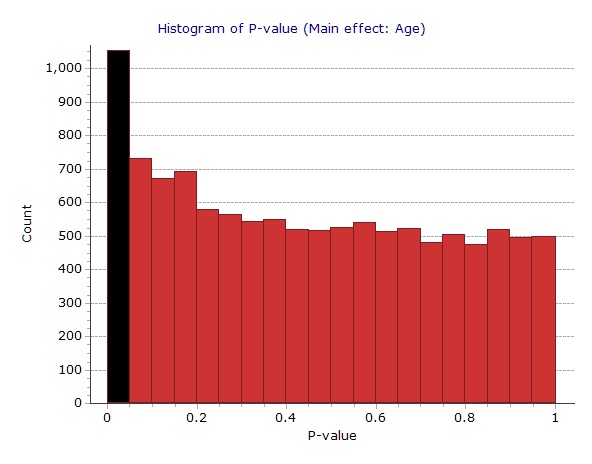

**Supplemental Figure 6:** Histogram of *p-*value distributions using Age as a main effect divided into 20 bins with each bin representing 0.05 units of distribution. The distribution shows a distinct and sharp increase in the 0-0.05 bin indicating that Age as an experimental factor resulted in a higher number of differentially expressed genes than would have been predicted under the null hypothesis. The black shaded bar represents the most frequent bin within the distribution.

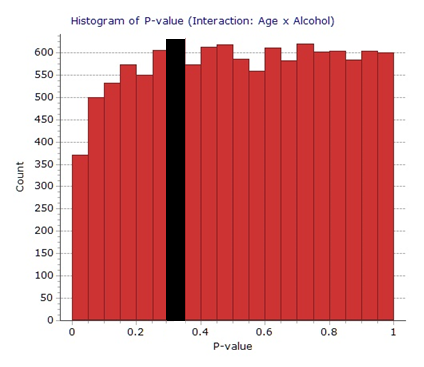

**Supplemental Figure 7:** Histogram of *p-*value distributions for the interaction between Age and Alcohol divided into 20 bins with each bin representing 0.05 units. The distribution shows a flat distribution indicating there is no evidence for a generalized genome wide interaction effect between these two experimental factors.

The black shaded bar represents the most frequent within the distribution.

**
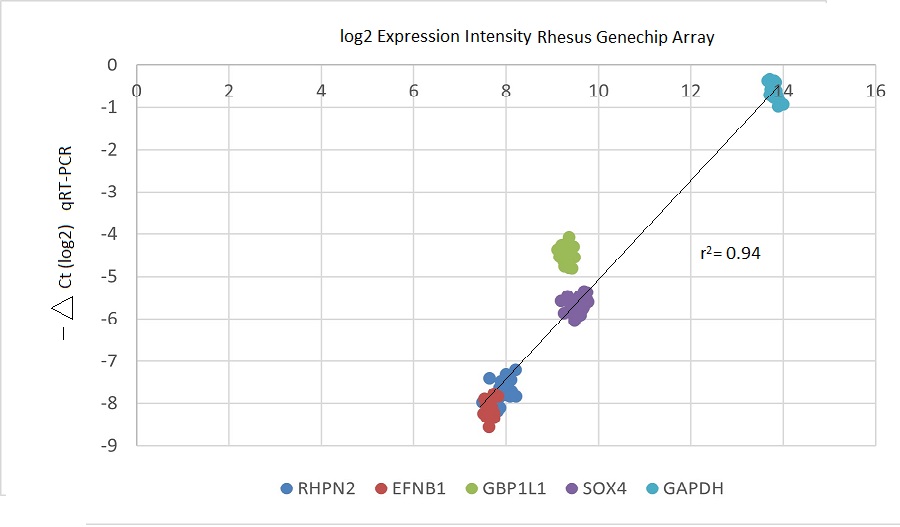
**

**Supplemental Figure 8:** Correlation of log2 expression intensity and -delta Ct values using *ACTB* to normalize expression values. *GBPB1L1* strays from the trend line implying that it may have amplified a target region not represented by the probe set.

**Mean expression (Log2) and mean variance observed across the 4 groups**

|  | Mean expression | Mean variance |
| --- | --- | --- |
| 5 Month Alcohol | 7.95 | 0.04 |
| 5 Month Control | 7.97 | 0.04 |
| 2 Year Alcohol | 7.96 | 0.04 |
| 2 Year Control | 7.96 | 0.04 |

**Supplemental Table 1:** Mean intensity/expression levels (log2) and mean variance for all 11,512 mRNA for all four groups involved in this study.

**Primer sequences used for qRT-PCR Amplification**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *ACTB* | ctggcattgctgacaggat | cagagtacttgcgctcagga |
| *GAPDH* | acgggaagcttgtcatcaat | catcgccccacttgatttt |
| *EFNB1* | tgagcagctgactaccagca | tgtgtggccatcttgacag |
| *GGCT* | tctggccgctccttacag | agttcgccatgtcccactac |
| *GPBP1L1* | ttttgttcctgcttggctaaa | caggtgctctccgtgttttt |
| *RHPN1* | gggtggaactgctgatgac | ggaagaatcgactctcgacaaa |
| *SOX4* | caacgccgagatctccaa | ggatcttgtcgctgtctttga |

**Supplemental Table 2.** Primer sequences used for qRT-PCR amplification of selected genes taken from the Rhesus GeneChip array.

**Eight Functional Annotation Clusters Related to Development**

**Supplementary Table 3:** Functional annotation results using the 297 genes which returned the lowest *p*-values using Age as a main effect. Eight of the 15 top annotation clusters returned results related to development or cell migration with lower overall *p*-values and FDR values when compared to those generated using alcohol as a main effect.

How the deposited data were processed for this re-analysis (not part of the article)

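Hippocampal messenger RNA of 22 male vervet monkeys was measured on rhesus macaque arrays in 4 groups of 5 or 6 animals. The labels of control animal 6 at 5 months conflict. Its source name says 2 years, while its title, description and age say 5 months. It was placed at 5 months, which fits the 6 animals per group that the paper states. The authors hybridized 24 arrays and discarded 2 after principal component analysis, and the columns of these 2 held no values, so they were not analysed here. The deposited values are log2 expression intensities that the authors made by RMA, which corrects the background, normalizes the arrays to 1 distribution and summarizes the probes of each set. The version of that software is not given in the sources used here. The paper states that probe sets were then reduced to annotated ones, to those detected in at least 6 arrays and to the set with the highest mean per gene, and the table held the resulting 11512 rows.

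Genes were named from the platform annotation given with the values, which pairs 8730 rows with 1 symbol, 88 with several and 2694 with none. The 8730 rows hold 8208 different symbols, so some symbols have several rows. The design written before the files were read had assumed an unfiltered table and had planned the detection filter and the choice of 1 probe set per gene. Because the table already held the result of the authors' filter, the fit reported used all 11512 rows, and the filter as written, which left 5975 genes, was run as an added alternative.

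The fit used limma 3.58.1 in R 4.3.3 with group means, empirical Bayes moderation and Benjamini-Hochberg adjustment. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Storey's q values were computed over all genes. The steps were tested on simulated data with 200 changed genes, where 5.15% of unchanged genes passed an unadjusted p under 0.05 for alcohol at a change of 0.25. Differences in single values were tested by exact permutation of the animals within age, for alcohol, or within exposure, for age, all two-sided.

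Before the data were examined, 34 gene lists were written from terms in the paper and from cell types of the hippocampus, and 32 with at least 5 measured genes were tested with camera at a preset correlation of 0.01 and with an estimated correlation. The number of list members among the 297 genes of lowest p was tested by Fisher's exact test. Some lists cover terms or genes that the paper reports from these same arrays. For those lists, neither that test nor a pass over the list alone is independent evidence. The 2 lists with fewer measured genes, of blood and of glutamate receptors, were not tested.

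The genes named in the text were chosen by a rule written before the data were examined. They are, for alcohol and for age, the 10 genes of lowest p with the same direction in both strata, the 5 of largest change at p under 0.01, the 5 of lowest p for the interaction, every gene the paper names for the arrays, and up to 4 members of lowest p of each described list with any member that passed when adjusted over the list alone. The fold changes of several genes in the paper's figures had been seen by then. TESPA1, MYRF and CNP fall outside this rule. The locus LOC713027 was also followed for alcohol and is not described elsewhere. Its log2 fold change was between -0.58 and -0.41 in the 22 fits that each left out 1 animal.

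Alternatives set before the data were examined were the methods' two-way analysis of variance, an intensity trend with robust variances, 1 probe set per gene, the upper range of expression, the mean of a gene's probe sets, centring, quantile normalization, array weights, the replicate number as a block and leaving out each array. The filter above, an analysis of variance with each factor adjusted for the other only, leaving out the 3 arrays of lowest weight and gene lists for the interaction were added afterwards. The functional annotation of DAVID, quantitative PCR and the paper's candidate pool were left out, because their inputs were not used here.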

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

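The tests of a shift of whole arrays and of a single array for the alcohol share, of the spread and of a single array for EFNB1, and of white matter and of other splits of the animals for the myelin genes were chosen only after the result was seen.

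In 19 of 284 groups of animals, or 6.69%, 1 animal lay far from the others of its group, by a test on the gap to the nearest value that chance passes in about 1 in 20 groups, here about 14. The value after each is that gap as a share of the group's range. FASD animal 2 at 5 months had the lowest mean correlation with the other arrays (0.914), the lowest ZC3H13 (0.749), HNRNPM (0.834), KDM4C (0.764) and DCX (0.748) and the highest GJB1 (0.764). FASD animal 2 at 2 years had the lowest mean correlation (0.809), the highest first principal component (0.959), the lowest ZC3H13 (0.732) and the highest DNAJB1 (0.737). Control animal 2 at 2 years had the highest first component (0.651). The others were MAMU-I lowest in FASD animal 4 at 2 years (0.716), METTL3 lowest in control animal 1 at 2 years (0.801), NEU4 highest (0.709) and ACAN lowest (0.636) in control animal 4 at 5 months, and HSPA4 highest in control animal 3 at 5 months (0.659). KLF4 was highest in FASD animal 6 at 2 years (0.721), UHRF1 highest in FASD animal 4 at 2 years (0.907) and PLLP lowest in control animal 5 at 2 years (0.638).

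More genes were lower than higher in FASD animals at an unadjusted p under 0.05, at 71.2%, against 53.2% over all genes. Leaving out FASD animal 2 at 5 months left 65.7% of the genes at that p lower, which argues against 1 array as the whole cause. After each array was centred on its median 48.5% were lower, but centring moves the share toward balance by its construction, so this is no evidence for a shift in the level of whole arrays. Such a shift and lower expression of most genes after exposure both stay open. The exact permutation p was 0.122 for the mean level and 0.403 for the median level. RMA had already brought the arrays to 1 distribution, so these p values cannot test a fall of most genes. After centring, the share at p under 0.05 still went from 38.9% in the genes of lowest to 68.0% in those of highest expression. Over all genes the median log2 change was -0.0069. Without regard to p, 48.5% were lower in the lowest decile of expression and 62.9% in the highest. Among genes at p under 0.05, a share as far from equal came in 17 of 100 splits of the animals, the real one included. In the farthest split 16.4% were lower, so chance cannot be excluded.

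EFNB1 led the alcohol comparison in the analysis of variance without moderation. Chance stays open: the exact permutation p of 1.87e-05 is that of a gene picked as the lowest of 11512, and its adjusted p was 0.249 in the analysis of variance. The highest limma p with any array left out was 0.00530, which argues against 1 array as the whole source of the difference. It does not test the lead: the limma rank went from 19 to 78, and the rank in the analysis of variance was not tested this way. Its residual SD was at rank 6 from the lowest of all genes, which is consistent with an unusually small spread as part of its rank. A biological difference by exposure stays open.

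The interaction of the 11 oligodendrocyte and myelin genes was negative, with a median of -0.36. Chance stays open: the exact permutation p was 0.0436, but it permutes exposure within each age and so does not test the interaction alone, the list was singled out as the most extreme of 32, the adjusted p of camera was 0.483 with an estimated correlation, and 71 of 100 splits called at least the 1 list of the real split, with 9 in the highest other. Without FASD animal 2 at 5 months the median was -0.24, which argues against 1 array as the whole cause. That animal also had the highest mural cell and microglial values and the lowest pyramidal neuron values, so a difference in dissection stays open for it. More white matter cannot be told apart from a change in oligodendrocytes, since 2 of the 11 genes, MYRF and CNP, had a 95% interval that left out the median and the other genes did not.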

How the results depend on the processing

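The settings with the filter as first written, with each factor adjusted for the other only and without the 3 arrays of lowest weight, and the gene lists for the interaction, were chosen only after the result was seen.

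No setting gave a gene at an adjusted p under 0.05 for alcohol. In the analysis of variance 65.9% of the alcohol genes were lower, 48.9% of the age genes were lower and 10 age genes passed an adjusted p under 0.05. With the upper range of expression, which tests fewer genes, the alcohol count was 313 with 80.2% lower and 1 list, and the age count was 430 with 45.1% lower, 8 at an adjusted p under 0.05 and 2 over 2-fold. After centring 48.5% of alcohol genes and 43.4% of age genes were lower, and after quantile normalization 48.3% and 47.0%. Both remove differences in level between arrays.

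With array weights the alcohol count was 1674 with 63.3% lower, 1 gene over 2-fold and 1 list, the age results were 71 genes at an adjusted p under 0.05, 2 genes over 2-fold and 2 lists, and the interaction share was 6.29%. With an estimated correlation in camera, the lists called were 0 for alcohol over both ages and 0 for age over both exposures. The filter as first written, which tests fewer genes, gave 475 alcohol genes with 75.2% lower, and 572 age genes with 49.1% lower and 9 at an adjusted p under 0.05. With each factor adjusted for the other only, 65.9% of alcohol genes were lower and 10 age genes passed. Without the 3 arrays of lowest weight 59.7% of alcohol genes were lower, with 1 gene over 2-fold and 0 lists, and 58.0% of age genes were lower, with 29 at an adjusted p under 0.05, 2 lists and an interaction share of 5.81%. Apart from fewer genes tested, the cause was not tested.

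Replicate numbers do not pair the animals: of 10 pairs of the same number and age, 4 correlated above 0.1, from -0.0660 to 0.383, and 4 of 22 arrays correlated best with their own number. With the replicate block the alcohol count was 995, 1 alcohol gene exceeded 2-fold and 31 age genes passed an adjusted p under 0.05. With the replicate block within age 697 alcohol genes passed, 1 exceeded 2-fold and the interaction share was 4.85%.

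Leaving out 1 array at a time gave 689 (FASD animal 1 at 2 years) to 1679 (control animal 2 at 2 years) alcohol genes, 65.6% (control animal 2 at 2 years) to 74.8% (control animal 4 at 5 months) lower, 0 to 1 over 2-fold and 0 (FASD animal 2 at 5 months) to 2 lists. For age it gave 44.2% (control animal 6 at 2 years) to 55.8% (FASD animal 2 at 5 months) lower, 11 (control animal 1 at 5 months) to 44 (FASD animal 4 at 2 years) genes at an adjusted p under 0.05 and 2 to 6 over 2-fold. The interaction share was 2.20% (control animal 6 at 2 years) to 6.56% (control animal 2 at 2 years). CNP had an interaction of -0.0877 (without FASD animal 2 at 2 years) to 0.0111 (without FASD animal 4 at 2 years), and no other named gene changed sign. Of 2336 pairs of a named gene and a setting, 2257 kept direction and side of p under 0.05, 62 lost it, 15 gained it and 2 changed sign, both in CNP.

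The fit with all 24 arrays and the covariate from 3' and 5' control probe sets were not run, because 2 columns held no values and 0 control probe sets for the 5' end were in the table. Testing every kept probe set and all probe sets equals the fit reported. The array signal was already filtered on detection. In simulated data of this size, limma recovered 41.5% of alcohol changes of 0.25 at an adjusted p under 0.05, so small changes can be missed.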

Differences from the paper's values

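The analysis of variance with each factor adjusted for the other only and the filter as first written were chosen only after the values were seen; the other alternatives were set before.

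For p values, q values and counts, a setting is said to differ where one value is over 1.5 times the other, and for fold changes where the gap exceeds the standard error or the direction is opposite.

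For EFNB1 the paper's p for alcohol is 2.27e-5 and the limma p was 0.00198. Of the alternatives, the two-way analysis of variance gave 2.27e-05; the other planned settings and every fit without 1 array differed from the paper's value. For the interaction of EFNB1 the paper's p is 0.09 and the limma p was 0.293. The two-way analysis of variance gave 0.0989 and the other planned settings and every fit without 1 array differed.

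For GGCT the paper's p is 4.3e-5 and the limma p was 6.60e-05. The two-way analysis of variance gave 4.32e-05, 1 probe set per gene 6.44e-05, the mean of a gene's probe sets 6.26e-05, and the fits without control animal 4 at 5 months and FASD animal 3 at 2 years 5.18e-05 and 6.27e-05; the other planned settings differed. The paper's q for GGCT is 0.26, from its general pool, and the q over all genes was 0.485. The upper range of expression gave 0.249. The fits without control animal 4 and control animal 6 at 5 months and FASD animal 6 at 2 years gave 0.342, 0.389 and 0.380. The other planned settings in which GGCT had the lowest p differed. In the two-way analysis of variance GGCT stood at rank 2 and shared the lowest q, 0.208, which lies within 1.5 times of 0.26. The filter as first written, chosen after seeing the values, gave 0.346.

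The paper states q values from 0.297 for the 297 alcohol genes, although its own q for GGCT is lower and its q for EFNB1, from a separate candidate pool, is 0.0297, and 0.485 was the lowest found over all genes. The analysis of variance (0.208), the upper range of expression (0.249), quantile normalization (0.395), the replicate block (0.371) and 5 fits without 1 array, from 0.342 to 0.404, lay within 1.5 times of 0.297; the other planned settings differed. For age the paper's lowest q is 0.0189 and the value here was 0.00484. The two-way analysis of variance gave 0.0209 and 5 fits without 1 array gave 0.0134 to 0.0168, and the other planned settings differed.

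Fig. 3 shows RHPN1 at a log2 fold change of about 0.29, read by eye. For the probe set annotated here with that symbol, which may not be the paper's, 0.0629 was found. Every planned setting differed. Fig. 4 shows the array fold change of GPBP1L1 at 5 months over 2 years at about 1.1, read by eye, and 0.899 was found. Every planned setting differed. Turned to 2 years over 5 months, a reading chosen after seeing the values, the fold change here was 1.11, while the log2 fold change of GPBP1L1 in Fig. 3 matches in direction at 0.15.

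The paper places EFNB1 at the lowest p for alcohol; limma placed it at rank 30 and GGCT at rank 1, while the two-way analysis of variance placed EFNB1 at rank 1. The paper's list of genes chosen for low p by age includes one it writes as RHPN1 and as RHPN2. RHPN1 is the symbol measured. The probe set annotated with it here had an unadjusted p of 0.270 by limma, at rank 3983. SOX4 was at rank 2 and SPP1 at rank 3. The paper also used a private annotation, so its probe set may be another one. A probe set not named here stood at rank 4 for age in the analysis of variance on group means. Its log2 fold change was 0.299, and whether it is the paper's probe set was not tested.

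The two-way analysis of variance, set before, gave the paper's 938 genes for alcohol, 618 lower and 320 higher. With each factor adjusted for the other only, chosen after seeing the values, 1055 genes passed for age, 534 lower and 521 higher, and 5 exceeded 2-fold, which are the paper's counts. This form was kept after several forms of the analysis of variance had been compared with those counts. It gave the same p for EFNB1 (alcohol and interaction) and GGCT and the same lowest q for alcohol as the planned form, and a lowest q for age of 0.0191. Of the genes the paper names for age, RHPN1 did not pass in it, by the probe set annotated here with that symbol.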

Other observations

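Of the tests of other splits of the animals, that of gene lists for the interaction was chosen only after the result was seen, and the others were set before. Each counts how many of 100 splits, the real one included, gave a result as large.

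For alcohol, 972 genes at an unadjusted p under 0.05 were matched or exceeded in 14 splits, the highest other split giving 2468, so chance cannot be excluded. A split that calls several times the real count points to a structure of the samples, which was not identified here. Genes at an adjusted p under 0.05 numbered 0, with 32 in the highest other split and all 100 splits as large. The 2 lists called were matched in 57 splits, with 7 in the highest. For age, 1102 genes were matched in 6 splits, with 1385 in the highest other, so chance cannot be excluded. The share of 51.1% lower lies near balance, so that 93 splits were as far from equal, with 15.8% in the farthest other, says nothing about chance. The 16 genes at an adjusted p under 0.05 were reached in 1 split, the real one, and the highest other gave 2, so chance can be excluded for that count. The 4 age lists were matched in 20 splits, with 9 in the highest. For the interaction, 3.00% of genes was matched in 64 splits, with 19.9% in the highest, and the count of 0 at an adjusted p under 0.05 in all 100, with 1 in the highest. The 1 list called for the interaction was matched in 71 splits, with 9 in the highest, so chance cannot be excluded.

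The mean of 8 heat shock genes was higher at 2 years by 0.20 in control animals (exact permutation test, two-sided, p = 0.00216) and by 0.10 in FASD animals (same test, p = 0.0159). The mean of 11 probe sets of DNA methylation genes differed by -0.15 in control animals (exact permutation test, two-sided, p = 0.00216) and by -0.08 in FASD animals (exact permutation test, two-sided, p = 0.159). Within control animals both lists passed with camera also with an estimated correlation (adjusted p = 0.0211 for heat shock and 0.0316 for DNA methylation), and within FASD animals neither passed. The difference between exposures was tested for these lists with camera, at an adjusted p of 0.233 and 0.407.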
